# mRNA Levels in Control Rat Liver Display Strain-Specific, Hereditary, and AHR-Dependent Components

**DOI:** 10.1371/journal.pone.0018337

**Published:** 2011-07-08

**Authors:** Paul C. Boutros, Ivy D. Moffat, Allan B. Okey, Raimo Pohjanvirta

## Abstract

Rat is a major model organism in toxicogenomics and pharmacogenomics. Hepatic mRNA profiles after treatment with xenobiotic chemicals are used to predict and understand drug toxicity and mechanisms. Surprisingly, neither inter- and intra-strain variability of mRNA abundances in control rats nor the heritability of rat mRNA abundances yet been established. We address these issues by studying five populations: the popular Sprague-Dawley strain, sub-strains of Long-Evans and Wistar rats, and two lines derived from crosses between the Long-Evans and Wistar sub-strains. Using three independent techniques – variance analysis, linear modelling, and unsupervised pattern recognition – we characterize extensive intra- and inter-strain variability in mRNA levels. We find that both sources of variability are non-random and are enriched for specific functional groups. Specific transcription-factor binding-sites are enriched in their promoter regions and these genes occur in “islands” scattered throughout the rat genome. Using the two lines generated by crossbreeding we tested heritability of hepatic mRNA levels: the majority of rat genes appear to exhibit directional genetics, with only a few interacting loci. Finally, a comparison of inter-strain heterogeneity between mouse and rat orthologs shows more heterogeneity in rats than mice; thus rat and mouse heterogeneity are uncorrelated. Our results establish that control hepatic mRNA levels are relatively homogeneous within rat strains but highly variable between strains. This variability may be related to increased activity of specific transcription-factors and has clear functional consequences. Future studies may take advantage of this phenomenon by surveying panels of rat strains.

## Introduction

The brown Norway rat, *Rattus norvegicus*, is a major model organism for pharmacogenomic and toxicogenomic research and is widely used to assess the potential human toxicities of drugs [1], [2], [3]. Rat research also has a strong physiological focus and a long history of disease-related model systems [4], [5], although rat genetics is currently more rudimentary than mouse and other model organisms. The recent sequencing of the rat genome has increased the amount of mechanistic work done in this model [5], and has underpinned additional pharmacogenomic and toxicogenomic studies [6], [7].

An experimental system is only as valuable as our understanding of its limitations. If an experimenter cannot identify, understand, and ultimately control sources of variability, the system will not lead to robust experimental conclusions. When dealing with a model organism, it is necessary to consider the variability between members of the population as well as among different sub-populations of the same species. These features are captured in analyses of intra- and inter-strain variability amongst presumed genetically identical members of the population.

For transcriptomic studies, several groups have evaluated intra- and inter-strain variability in various model organisms. For example, the relative contributions of gender, genotype, and age to transcriptional variance in *Drosophila* have been assessed in detail [8], [9]. In mice, several studies have considered the effects of strain-to-strain variability on behaviour [10], [11]. A few analyses linking mRNA levels to sequence variation in human cell culture lines have also been performed [12], [13], [14]. Indeed, in these latter cases and a few other studies the heritability of mRNA expression profiles has also been assessed [15], [16], [17].

Surprisingly, however, these important characterizations of model organisms have not been extended to the rat; only very limited comparisons of inter-strain variability have been performed [18], [19], [20]. To estimate the intra- and inter-strain variability in mRNA abundance in rat liver, one might consider the results from a closely related species, such as mouse. A recent study of mouse liver mRNA levels demonstrated relatively high intra-strain variability, coupled to relatively low inter-strain variability across five mouse strains (3 in-bred and 2 out-bred) [21], although large inter-strain variability has also been reported [17]. If inter-strain differences are large in the rat, this would challenge the generality of the commonly applied current practice of using single rat strains for pharmacogenomic and toxicogenomic studies.

We assessed the effect of strain on mRNA expression profiles of control rat liver by surveying three strains and two lines. In striking contrast to the published mouse data, we found very large inter-strain variability. This variability is non-random: genes differentially expressed across strains are clustered in islands of the genome, are enriched for specific functional categories, and appear to be partially driven by differential transcription-factor activities. Further, we explicitly link mRNA expression to a particular allele whose variation across the five strains is known and well-characterized, the aryl hydrocarbon receptor. Expression profiles in rat liver are highly heritable, with the vast majority of genes displaying directional genetics. Finally, the genes that display inter-strain variability are different in rat than in mouse.

## Results

To evaluate intra- and inter-strain variability in mRNA abundances in the rat we assessed hepatic mRNA levels in control animals (corn oil treated) from three (sub-) strains and two lines of rat. 

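Liver mRNA was measured in 20 rats with Affymetrix RAE230A arrays, 4 rats each of S-D, L-E, H/W, Line-A and Line-C. Each rat had its own array and no RNA was pooled. By the paper all animals were corn-oil controls, so no value here belongs to a dioxin treatment. The authors made the values with GC-RMA, which corrects each probe for background by its GC content, sets the arrays to a common distribution and gives 1 log2 signal per ProbeSet. These deposited log2 signals were used without further scaling. The arrays hold 15923 ProbeSets, of which 12789 carry a single gene symbol, for 10412 genes. The paper treats a mean signal under 4 as unexpressed, and 7168 ProbeSets had a mean of at least 4. A difference between a group above this limit and one under it is a lower bound in size. The median signal per array lay between 3.47 and 3.69. One linear model with a mean per strain or line was fitted to the 20 arrays with limma, as in the methods, and p-values were adjusted within each comparison by the method of Benjamini and Hochberg. All tests are two-sided, except the permutation test of neighbouring genes, which asks only for more pairs than at random. Values are given as mean log2 signal ± SD over the rats of a strain, and the number of arrays limits their precision. The arrays were scanned on 5 days. The S-D arrays had a day and an operator of their own. The arrays of both lines shared another day, while the L-E and H/W arrays were spread over the remaining days. Differences between S-D, the lines and the parental strains therefore cannot be told apart from differences between scan days. Nor can differences from S-D be told apart from a difference of operator. Line-A and Line-C shared 1 day. The 3' signal of the GAPDH control, a measure of RNA quality, exceeded its 5' signal by 0.28 ± 0.04 log2 units (SD, n = 4) in L-E, 0.34 ± 0.12 in Line-A, 0.45 ± 0.05 in Line-C, 0.49 ± 0.22 in H/W and 0.56 ± 0.02 in S-D. In the same order of groups this value was 1.79 ± 0.10, 1.95 ± 0.12, 2.06 ± 0.16, 2.03 ± 0.17 and 2.02 ± 0.08 for beta-actin and -0.31 ± 0.02, -0.38 ± 0.08, -0.37 ± 0.03, -0.33 ± 0.03 and -0.31 ± 0.01 for hexokinase. Of the L-E and H/W arrays, 3 and 2 were scanned on the same day.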

We chose to focus on liver because of its relatively low degree of cellular heterogeneity and its importance in drug and xenobiotic metabolism. The three strains selected were Sprague-Dawley (S-D, out-bred), Long-Evans (*Turku/AB*) (L-E, in-bred) and Han/Wistar (*Kuopio*) (H/W, random-bred/closed-colony). S-D and the background strains of L-E and H/W are amongst those most widely used in biomedical research. The two lines are descendants of L-E×H/W crosses, and are termed Line-A and Line-C [22]. Corn oil is expected to have minimal effects on basal hepatic mRNA abundances, but was included in our experiments to mimic actual pharmacological and toxicological studies where it is a frequently used solvent for lipophilic compounds. We carefully validated the quality and performance of our microarray data (Figures S1, S2, S3, and see below).

For each strain or line, we assessed hepatic mRNA expression in four independent animals. We selected those genes that are most variable and subjected them to pattern-recognition [23]. This unsupervised machine-learning analysis perfectly separated the five strains/lines (Figure 1). Importantly, the two lines clustered together. Thus a simple and unbiased analysis shows profound inter-strain differences in steady-state hepatic mRNA levels.

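Each strain had liver transcripts of its own. S-D rats had far more mRNA of 2 enzymes of serine synthesis, *Phgdh* at 6.08 ± 1.00 (SD, n = 4) against at most 2.19 in the other groups, and *Psat1* at 5.33 ± 1.85 against at most 2.66. They had less of *Ephx2*, the soluble epoxide hydrolase, at 4.16 ± 0.48 (SD, n = 4) against 9.19 to 10.38 elsewhere. H/W rats were low in *Bco1*, which cleaves beta-carotene, at 4.37 ± 0.37 against at least 7.24 in the other groups, and in the lysosomal tetraspanin *Cd63*, at 7.66 ± 0.50 against at least 9.60. L-E rats were low in *Gc*, the vitamin D-binding protein, at 10.03 ± 0.09 against at least 11.30, and high in *Igfbp2*, a carrier of insulin-like growth factors, at 5.56 ± 0.40 against at most 4.07. Line-A was high in the trypsin inhibitor *Spink1*, at 8.26 ± 0.48 against at most 5.70, and Line-C in *Letm1*, a protein of the inner mitochondrial membrane, at 7.47 ± 0.30 against at most 6.66. *Psat1* differed between L-E and S-D at an adjusted p of 0.00238 from limma, and at 0.0105 without S-D replicate 4. By limma, 145 ProbeSets were higher in S-D than in each of the other groups at 1% FDR and 34 were lower. The corresponding numbers were 36 and 16 for L-E, 13 and 14 for H/W, 10 and 12 for Line-A, and 4 and 4 for Line-C. Divisive clustering used the 909 ProbeSets with a variance above 0.25. At 5 clusters each cluster held the arrays of 1 strain or line, and at 4 clusters Line-A and Line-C formed 1 cluster. At 3 clusters L-E and H/W formed another. These 3 clusters shared no scan day with each other, so strain and scan day cannot be told apart in them. Over these ProbeSets the mean Pearson correlation of centred signals was 0.52 for the 30 pairs of arrays of 1 group and -0.16 for the 160 pairs of different groups, and all 20 arrays had their closest array in their own group. With a variance above 0.1, or with Euclidean distance, the 5 clusters no longer equalled the 5 groups.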

**Figure 1:**
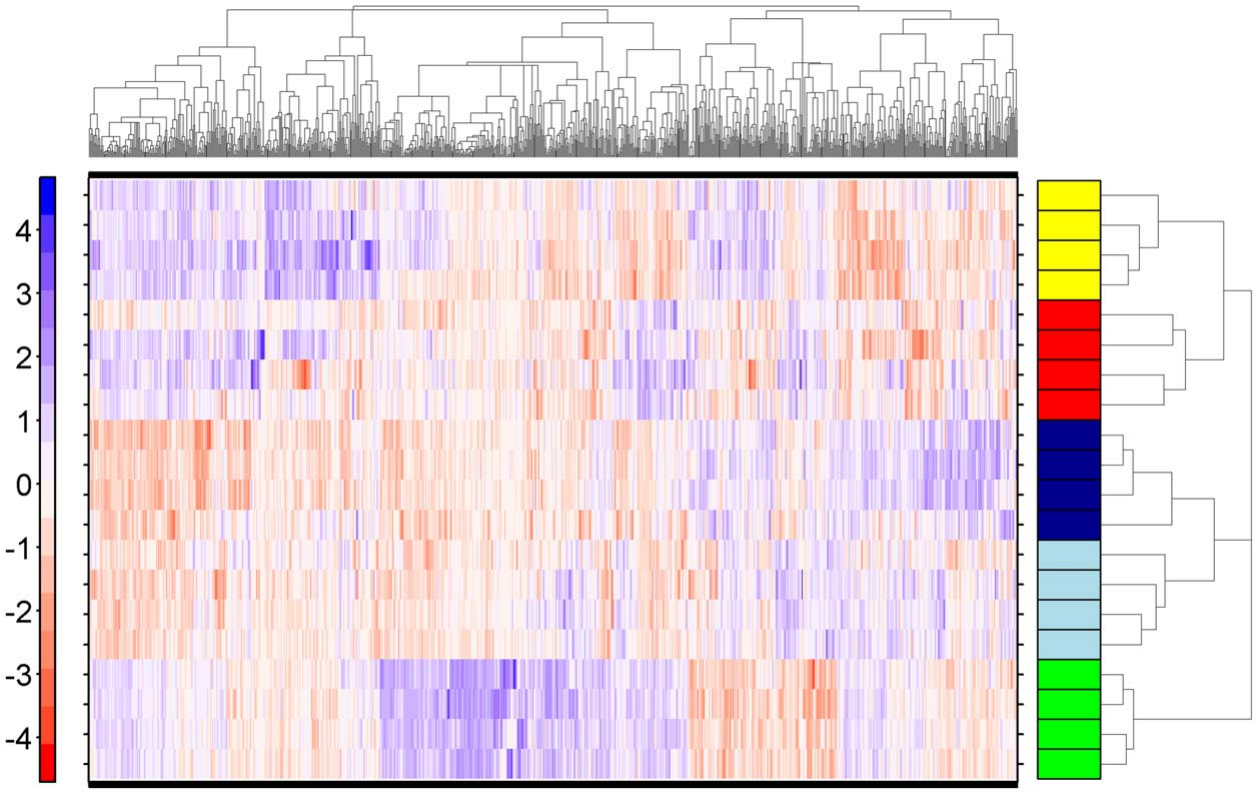
mRNA Abundances Across Five Rat Strains and Lines. The hepatic mRNA abundance profiles of five rat strains and lines were determined using microarray methods. Following pre-processing, the variance of each ProbeSet was calculated: those having a variance above 0.25 were subjected to divisive hierarchical clustering using the DIANA algorithm. Data were mean-centered and root-mean-square-scaled prior to clustering. Columns are genes, rows are individual animals. The colour-bar for the rows indicates the strain or line of that animal. Yellow, Long-Evans; Red, Han/Wistar; Dark Blue, Line-A; Light Blue, Line-C; Green, Sprague-Dawley.

### Analysis of Intra-Strain Variability

To assess intra-strain variability, we performed a variance analysis on our transcriptome-wide array data. For each array feature we calculated the within-strain (W) and between-strain variances (B) using a mixed model. We calculated the total variance (T = W+B) and used the ratio W/T as an unbiased estimator of intra-strain variability in mRNA abundances. This type of analysis has been applied to the study of cancer [24], but to our knowledge this is its first application to the genetics of gene expression. Our complete W/T results are given in Table S1.

We analyzed the distribution of W/T values at different expression levels within each strain by dividing ProbeSets into four groups based on their normalized signal intensity: <4 (unexpressed), 4–8 (low level of expression), 8–12 (medium level of expression), and >12 (high level of expression). Histograms for each of these groups (Figure 2A) show a unimodal distribution centred near 0.5 (indicating equal intra-strain and inter-strain variability), combined with a sharp peak near 1.0 (indicating all variance is within strains).

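*Agtr1a*, the receptor of angiotensin II, and *Ugt2b*, a UDP-glucuronosyltransferase, lay at 1 end of the scale, with W/T values of 0.00350 and 0.00139, so that almost all of their variance was between strains. At the other end, *Cyp1a1*, the P450 most often used to read out AHR activation, and *Cyp7a1*, the rate-limiting enzyme of bile acid synthesis, had W/T values of 1 and 1, with no variance left between strains. The SD of *Cyp7a1* over the 4 rats of a strain ranged from 0.49 in H/W to 1.49 in Line-C. *Per2*, a gene of the circadian clock, *Klf10*, a zinc-finger transcription factor, and *Trib3*, a stress-induced pseudokinase, also varied mostly within strains, at 0.812, 0.888 and 0.914. W/T was estimated per ProbeSet as the within-strain share of the variance components of a mixed model with strain as a random effect. Among ProbeSets with a mean signal under 4 its median was 0.612, with quartiles 0.536 and 0.748. For signals of 4 to 8 the median was 0.670 with quartiles 0.469 and 0.868, for 8 to 12 it was 0.528 with 0.340 and 0.748, and above 12 it was 0.514 with 0.325 and 0.714. Of the ProbeSets with a mean of at least 4, 10.6% had a W/T of exactly 1, where the between-strain component was estimated as 0, and 24.8% lay between 0.4 and 0.6. With only 5 groups the estimate for a single ProbeSet is coarse.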

**Figure 2:**
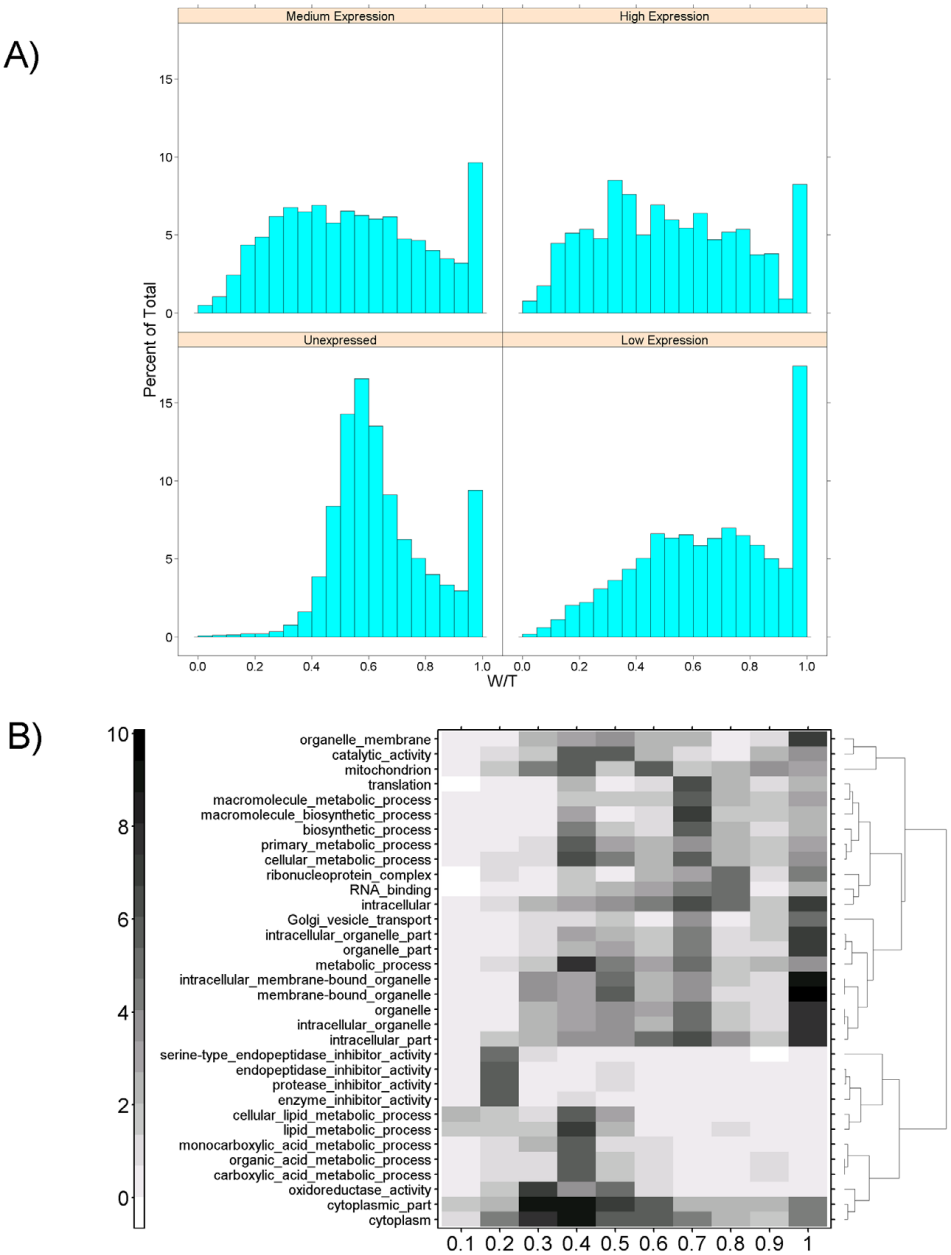
Intra-Strain Variability in mRNA Abundance. To assess the variability of mRNA abundances within and between strains of rats we performed a variance analysis using a mixed model. For each ProbeSet, we calculated the variance between strains (B), the variance within strains (W) and, from these, the total variance (T = W+B). The ratio W/T shows how much of the variability in signal is related to strain-assignment and how much is related to individual variability. A W/T value of 1 indicates high within-strain variability, while a value of 0 indicates high inter-strain variability. A) Histograms showing the distribution of W/T values at four different mRNA levels calculated for each strain show a generally unimodal distribution with a secondary peak with high W/T values. The distribution generally flattens as expression levels rise. B) ProbeSets were divided into ten groups based on their W/T values, and subjected to Gene Ontology enrichment analysis. All GO terms enriched at p<10^−5^ in at least one group were selected and subjected to divisive hierarchical clustering. Rows represent GO terms, columns represent groups with specific W/T ranges, and the individual cells in the heatmap represent the −log_10_ of the p-value for enrichment of the GO term in that group.

Previous analyses of cancer samples [24] showed that W/T values were tightly associated with gene function. Thus we tested the hypothesis that W/T values are associated with specific functional groups by performing Gene Ontology enrichment analysis using the GOMiner tool. We divided ProbeSets into ten equally-spaced groups, based on W/T values ranging from 0 to 1, and performed GO enrichment analysis on each. We selected all GO terms strongly enriched in at least one group (p<10^−5^) and subjected them to divisive hierarchical clustering (Figure 2B). Several trends are evident: protease inhibitors tend to have low W/T values, lipid-metabolizing genes tend to have intermediate ones, and RNA-binding genes tend to have high ones. 

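Of 36 expressed protease inhibitors on a list fixed before the data were examined, 13 differed between strains by limma's F-test at 0.1% FDR, against 8.80% of the other expressed genes (Fisher's exact test, two-sided, adjusted p = 1.91e-04), and 16 when adjusted over the list alone. *Serpina7*, thyroxine-binding globulin, was at least 10.1-fold higher in S-D than in Line-A, and *A2m*, alpha-2-macroglobulin, at least 7.75-fold higher in S-D than in L-E, since Line-A and L-E lie under the limit of expression. The median W/T of the list was 0.385, against 0.626 for the other expressed genes (permutation test, adjusted p = 0.00121). The paper's trends for protease inhibitors, lipid metabolism and RNA binding come from these same arrays. Tests of such lists are therefore not independent of the paper. Genes of fatty acid oxidation lay as low, with a median of 0.369 (permutation test, adjusted p = 9.45e-04) and 8 of 34 genes past the F-test (13 adjusted over the list alone). The adjusted p for this list was 0.0567 against genes matched on signal, a comparison chosen after the data had been seen, and 0.0389 for the protease inhibitors. RNA-binding and splicing proteins had a median of 0.626 (permutation test, adjusted p = 0.993, and 0.417 against the matched genes, whose median was 0.565), and 3 of 48 passed the F-test (5 adjusted over the list alone), among them *Ptbp1*, a splicing repressor lower in both lines. Cytosolic ribosomal proteins had a median of 0.606 with 1 of 38 past the F-test (1 adjusted over the list alone), and acute-phase proteins 0.626 with 1 of 22 (1 adjusted over the list alone). The circadian clock had the highest median of the 27 lists, 0.810, which did not pass against the other genes (permutation test, adjusted p = 0.137, and 0.378 against the matched genes), and limma's F-test called 0 of its 10 expressed genes, also when adjusted over the list alone, while 2 had an unadjusted p under 0.05. The lowest medians belonged to markers of other liver cells, 0.256 for Kupffer cells and macrophages and 0.294 for stellate cells and fibroblasts.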

We note that the number of genes in each interval differs slightly, creating differences in power that are unaccounted for in this analysis. Our complete analysis relating W/T to Gene Ontology terms is given in Table S2.

### Analysis of Inter-Strain Variability

Our variance analysis suggested that most genes expressed in control rat liver showed greater inter-strain variability than intra-strain variability. 

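*Nqo1*, a quinone reductase, was 9.47 ± 0.51 (SD, n = 4) in L-E and 5.46 ± 0.83 in H/W, and *Aldh1a1*, which oxidises retinal, was 11.45 ± 0.45 in L-E and 7.44 ± 0.68 in Line-C. The call of *Nqo1* between H/W and L-E at 1% FDR rested on single arrays, with an adjusted p from limma of 0.0106 to 0.0132 without any of L-E replicates 1, 2 and 3 or H/W replicates 1 and 4. *Cyp1a2*, a P450 that activates aromatic amines, was 13.49 ± 0.19 in S-D against 14.25 to 14.38 in the other groups, and *Ephx1*, the microsomal epoxide hydrolase, was 12.92 ± 0.29 in S-D against 11.26 to 12.00. Among genes that varied less between strains than within them, *Nfe2l2*, the transcription factor of the antioxidant response, lay between 9.71 and 10.17 with a W/T of 0.670, and *Mt1*, a metallothionein, between 5.94 and 7.61 with a W/T of 0.582. Of the P450 and other phase I genes, 13 of 41 differed between strains by limma's F-test at 0.1% FDR (18 adjusted over the list alone), against 8.81% of the other expressed genes (Fisher's exact test, adjusted p = 4.78e-04). The median W/T over the ProbeSets with a mean of at least 4 was 0.616, with a jackknife standard error over arrays of 0.0615, and 35.4% lay under 0.5. In simulated ProbeSets with equal components within and between strains, the same model gave a median of 0.543, so the estimate leans upwards. The within-strain variance component exceeded the between-strain one in 4627 of these 7168 ProbeSets. As standard deviations, the median component was 0.19 log2 units within strains and 0.14 between strains. Among the ProbeSets with a mean of at least 8, 46.3% had a W/T under 0.5.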

To quantify the inter-strain variability we employed a linear-modelling analysis [25]. We compared the mRNA levels of all ten pairs of strains/lines: complete data for all ProbeSets are available in Table S3. 

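*Ephx2*, the soluble epoxide hydrolase, was the named gene with the largest excess over S-D in every pair of another group with S-D, 74.5-fold in L-E (standard error 0.23 on the log2 scale, adjusted p = 2.12e-11 from limma) and 32.7-fold in H/W. *Ugt2b*, a UDP-glucuronosyltransferase of steroid clearance, was near background in H/W and L-E, at 3.64 ± 0.33 and 3.66 ± 0.04 (SD, n = 4 each), and abundant in S-D, Line-A and Line-C, at 13.76, 13.52 and 13.55. Among named genes H/W and L-E differed most in *Agtr1a* and in *Cyp2c12*, a P450 of female rat liver, 25.4-fold lower in H/W. *Ddx6*, an RNA helicase of P-bodies, was 7.39 ± 0.18 in S-D and 2.62 ± 0.33 in Line-A in 1 ProbeSet, while another lay at 8.69 and 8.83. *Mup5*, a major urinary protein, was 10.72 ± 0.34 in H/W and 6.07 ± 0.69 in L-E, and *Lss*, lanosterol synthase, was 4.55-fold higher in H/W. At 1% FDR, limma called 220 ProbeSets between H/W and L-E, 94 higher and 126 lower in H/W, and 807 between L-E and S-D, 320 higher and 487 lower in L-E. It called 521 between H/W and S-D (373 of them lower in H/W), 684 between Line-C and S-D (438 lower in Line-C) and 1050 between Line-A and S-D (632 lower in Line-A). Without H/W replicate 3, whose removal lowers the residual SD of unexpressed ProbeSets, these last 3 became 999, 1356 and 5417. With the scan day as a random block, chosen after the data had been seen, the pairs with S-D gave 338 for L-E, 213 for H/W, 232 for Line-C and 350 for Line-A, and within the 5 arrays of H/W and L-E scanned on 1 day 3 ProbeSets passed 1% FDR. As a fixed block over all arrays the scan day left 207 ProbeSets between H/W and L-E, and 14 on the 8 arrays of these strains alone.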

At a false-discovery rate of 1%, the average pair of strains had 558±311 differentially-expressed ProbeSets. Importantly the two descendants of L-E×H/W crosses (Line-A and Line-C) were the most similar pair, with only 85 ProbeSets differentially expressed between them. 

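The 2 lines differed by few genes, but some of these by a wide margin. *Lox*, lysyl oxidase, which cross-links collagen, was 9.28 ± 0.57 (SD, n = 4) in Line-A and 2.61 ± 0.34 in Line-C, a log2 difference of at least 6.67, as Line-C lies under the limit of expression (standard error 0.95, adjusted p = 1.00e-03 from limma). *RT1-N2*, a class Ib gene of the major histocompatibility complex, was at least 22.8-fold higher in Line-A, with Line-C under that limit too, while *Isyna1*, the first enzyme of inositol synthesis, was 5.44 ± 0.29 in Line-A and 7.28 ± 0.51 in Line-C. *Cd14*, a macrophage co-receptor for endotoxin, was 7.91 ± 0.08 in Line-A and 10.17 ± 0.07 in Line-C, and *Ifitm3*, an interferon-induced restriction factor, was 5.14-fold lower in Line-A. Of 12 markers of Kupffer cells and macrophages, 3 were lower in Line-A at 5% FDR and none was higher, or 10 lower when adjusted over the list alone (camera, adjusted p = 6.77e-16, and adjusted p = 0.0486 with an estimated correlation). Of 19 genes of cholesterol synthesis 4 were lower in Line-A (12 adjusted over the list alone; camera, adjusted p = 1.23e-13, but adjusted p = 0.225 with an estimated correlation). Of 20 interferon-stimulated genes, 2 were lower in Line-A (6 adjusted over the list alone). The list had a camera adjusted p of 8.29e-06, and an adjusted p of 0.336 with an estimated correlation. Line-A was higher in 42 ProbeSets and lower in 43 at 1% FDR by limma, and 44 of them differed at least 2-fold. All arrays of both lines were scanned on 1 day. Leaving out 1 array at a time gave between 60 and 100 ProbeSets, and 2 to 4 Kupffer markers, 0 to 5 genes of cholesterol synthesis and 0 to 4 interferon-stimulated genes lower in Line-A.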

The rankings of strain-to-strain variability were consistent across a broad range of FDR thresholds (Figure 3A). 

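*Ugt2b* (log2 difference -10.12, a lower bound in size because H/W is near background, adjusted p = 9.15e-18 from limma) and *Hsd17b6*, a hydroxysteroid dehydrogenase of androgen metabolism (10.63 ± 0.26 in S-D, at least 13.07 elsewhere, SD, n = 4), separated H/W from S-D even at 0.1% FDR. *Nupr1*, a stress-induced chromatin protein, was lower in H/W than in Line-A by 7.93-fold at an adjusted p of 1.85e-04 and thus stands on the list at 1% FDR. *Mgll*, monoacylglycerol lipase, was 2.44-fold higher in H/W than in L-E (adjusted p = 0.00157), and *Gstm4*, a glutathione transferase, 3.64-fold higher (adjusted p = 1.35e-04, both from limma). By limma, the mean over the pairs was 3831 ProbeSets at 10% FDR, 1979 at 5% and 204 at 0.1%, that is 24.1%, 12.4% and 1.28% of the array. The ranking of the pairs at each of these thresholds had a Spearman correlation with the ranking at 1% FDR of 0.96, 0.95 and 0.95, over pairs that share strains and are not independent. Line-A and Line-C had the fewest ProbeSets at every threshold, 330 at 10% FDR and 41 at 0.1%, and Line-A and S-D the most, 9323 and 454. At 10% FDR, 66.4% of the ProbeSets called between Line-A and S-D had a mean signal under 4, and at 0.1% FDR 8.81%.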

To confirm the unsupervised analysis described above, we filtered ProbeSets based on the F-statistic from the linear-model fit and performed clustering (Figure S4). 

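The ProbeSets that passed the F-test included *Sult1e1*, the estrogen sulfotransferase, at 14.34 ± 0.12 (SD, n = 4) in H/W and 13.36 ± 0.13 in Line-A, *Slc4a2*, an anion exchanger of the bile ducts and other epithelia, at 9.07 ± 0.02 in S-D and 6.82 ± 0.25 in Line-A, and *Tmem150c*, a membrane protein, at 8.29 ± 0.25 in L-E and at most 6.14 in the other groups. *Vat1*, a vesicle protein, was 9.12 ± 0.15 in L-E and 6.52 ± 0.14 in Line-A, and *Dsc2*, a cadherin of desmosomes, was 6.99 ± 0.63 in Line-A and at least 9.09 elsewhere. *Sqor*, a mitochondrial enzyme of sulfide oxidation, took a graded order, 10.48 ± 0.19 in H/W, 8.40 ± 0.20 in S-D and 7.01 ± 0.18 in L-E. Clustered on the 733 ProbeSets with limma's F at 0.1% FDR, the arrays of S-D split off first. Those of H/W and L-E then split from those of the lines, then H/W from L-E, and last Line-A from Line-C. These ProbeSets were chosen for differing between the groups, so a separation of the groups was built in. The splits of S-D and of the parents from the lines also followed the scan days.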

An identical clustering profile was observed regardless of whether ProbeSets were selected based on overall variance filter or on the F-statistic. Thus our unsupervised analysis, our variance analysis, and our statistical analysis all confirm that inter-strain variability exceeds intra-strain variability by a large margin.

**Figure 3:**
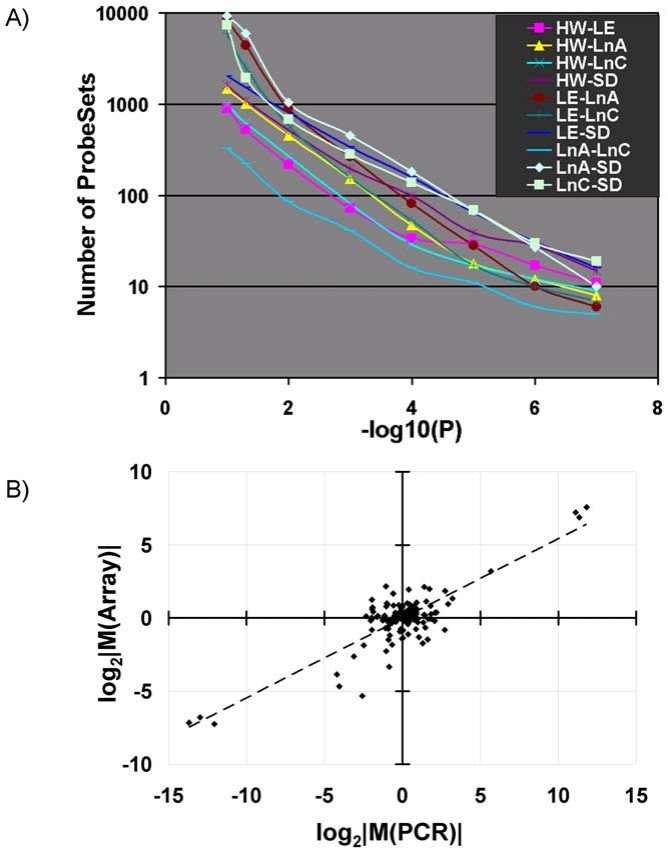
Pair-Wise Comparisons of Rat Strains/Lines. A) Linear-modelling was used to identify differentially-expressed ProbeSets between all ten pairs of rat strains/lines. The number of ProbeSets differentially expressed for each pair (y-axis) is plotted as a function of the P-value threshold (x-axis). The ranking of different pairs remains consistent, independent of the threshold selected. B) To validate our analysis 21 genes were also assessed using gold-standard real-time RT-PCR. For each gene all pair-wise comparisons were made and the fold-changes calculated. This led to 131 comparisons that were made by both RT-PCR and microarray. When these are plotted in log_2_-space it is clear that the two assays yield highly correlated measurements (Pearson's R = 0.839; p<2.2×10^−16^).

To validate our high-throughput results, we embarked on extensive validation by real-time PCR. We selected 21 genes for validation, selected to have a wide-range of differential expression and mRNA abundance. For each of these genes, we assayed its mRNA levels in three or more strains, using between three and six animals for each strain. In total, then, we performed 366 RT-PCR validations. We calculated all pair-wise fold-changes and compared them to the fold-changes calculated from the microarray data (Table S3). 

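Of the genes in the primer table, *Thrsp*, a regulator of fatty acid synthesis, differed most between the lines after *Agtr1a* and *Cyp2c12*, at 13.80 ± 0.28 (SD, n = 4) in Line-A and 11.64 ± 0.65 in Line-C, with log2 differences of 2.16, 2.26 and 2.13 from its 3 ProbeSets. Its *Ahr* coefficient passed 5% FDR with all arrays. In the ProbeSet with 2.16 the adjusted p from limma was 0.0521 without Line-C replicate 4 and 0.0505 without Line-A replicate 3. In the ProbeSet with 2.26 it lay between 0.0530 and 0.0590 without any of Line-A replicates 2 and 3 and Line-C replicate 4. *Prkaa2*, a catalytic subunit of AMP-activated protein kinase, was 9.50 ± 0.05 in S-D and 7.25 to 8.21 in the other groups. *Pik3r1*, a regulatory subunit of phosphoinositide kinase, was 5.27 ± 0.99 in H/W and at most 3.43 elsewhere, and *Crip2*, a LIM-domain protein, was 1.52-fold lower in Line-A than in S-D. *Tsc22d1*, a leucine-zipper regulator, was 2.83-fold lower in L-E than in Line-A (adjusted p = 0.00609 from limma). This call rested on single arrays, since the adjusted p rose to between 0.0112 and 0.0239 without any of L-E replicates 1, 2 and 3 or of the Line-A replicates. *Chka*, choline kinase, *Elovl6*, a fatty acid elongase, and *Cyp17a1*, a P450 of steroid synthesis, passed 1% FDR in no pair, and their largest W/T was 0.895, that of *Elovl6*. The array carries 20 of the 22 genes under a symbol that could be matched. Of their 200 pair-wise log2 differences, limma called 28 at 1% FDR and 39 at 5% FDR, with 8 genes in at least 1 pair at 1%.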

We plotted the array and PCR results against one another (Figure 3B) and observed a high correlation between the two assays (Pearson's R = 0.839, p<2.2×10^−16^).

### Analysis of AHR-Dependent Variability

The previously published rat genome sequence was derived from a highly inbred sub-strain of Brown Norway rat [26] and, to our knowledge, no genome-wide SNP or copy-number analyses of the five rat strains/lines we studied exist. If such datasets were available it would be possible to attempt to link specific genomic features with variations in mRNA profiles. In the absence of such a genome-wide sequence analysis, however, there is one specific locus known to differ across the five strains/lines: the aryl hydrocarbon receptor (*Ahr*).

It has been well-established that the *Ahr* regulates induction of multiple drug-metabolizing enzymes, mediates dioxin toxicity [27], and plays important developmental roles [28], [29]. One of the three strains used here, Han/Wistar, bears a mutant *Ahr* [30]. This *Ahr* variant leads to a dramatic resistance to dioxins, but with no apparent developmental defects. While one of the lines (Line-A) also bears this mutant *Ahr*, the other (Line-C) and the Long-Evans and Sprague-Dawley strains harbour wild-type AHR proteins.

To assess the global effect of this variant AHR on mRNA levels in rat liver we performed a second linear-modelling analysis. Each of the five strains/lines was modelled as having strain-specific and AHR-specific components. Many ProbeSets appeared to show *Ahr*-variant specific expression patterns: 15 ProbeSets showed an effect of the variant *Ahr* at a 0.1% FDR, 42 ProbeSets were affected at 1% FDR, and 105 ProbeSets were affected at 5% FDR (Table 1 and Table S4). This finding is particularly striking given the fact that the Line-A and Line-C strains have nearly identical transcriptomes (Figures 1 & 3, and Figures S1 & S4).

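*Marveld1*, a MARVEL-domain membrane protein, had an *Ahr* coefficient of at least 5.93 on the log2 scale (standard error 0.51, adjusted p = 3.14e-06 from limma), being higher in Line-A than in Line-C, which lies under the limit of expression. The olfactory receptor *Olr59* had one of 3.60 (0.37, adjusted p = 3.91e-05) and *Sirt3*, a mitochondrial deacetylase, one of 2.29 (0.34, adjusted p = 0.00200, both from limma). *Creg1*, a lysosomal glycoprotein, was lower in Line-A, with a coefficient of -2.26 (adjusted p = 4.01e-07), as were the integrin *Itga1*, a collagen receptor, at -3.26 or beyond, with Line-A under the limit (adjusted p = 4.38e-04), and *Selenow*, a small selenoprotein, at -2.27 (adjusted p = 0.00177, all from limma). *Rab14*, a GTPase of endosomal traffic, was higher in Line-A in 2 of its 4 ProbeSets, by 1.06 and at least 2.76, and the other two did not pass 5% FDR, at 0.78 and -0.57 (adjusted p = 0.0548 and 1.000 from limma). *Cyp2c6v1*, a P450 of drug oxidation, was higher by 0.84 (adjusted p = 0.00200 from limma). *Lyz2*, lysozyme of macrophages, was lower in Line-A, with a coefficient of -1.82, and its call rested on single arrays, with adjusted p from 0.0578 to 0.104 without any of the Line-A replicates or Line-C replicate 2. At 5% FDR, 52 ProbeSets had a positive and 53 a negative coefficient, for 84 named genes, and 48 differed at least 2-fold. In this model both lines carry equal shares of the parental terms, so the coefficient equals the difference between Line-A and Line-C, and giving the variant to H/W and Line-C instead returns the same 105 ProbeSets. Without Line-A replicate 3 the number at 5% FDR was 61, and without Line-C replicate 4 it was 68. With the scan day as a random block, chosen after the data had been seen, it was 228. Both lines shared 1 scan day, so this rise is not a correction of their difference for scan day. The same difference in the fit of group means gave 222 at 5% FDR without a block.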

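Some of the genes that separate Line-A from Line-C separate H/W from L-E in the same direction. *Sqor* was 11.1-fold higher in H/W than in L-E and 6.44-fold higher in Line-A than in Line-C (adjusted p = 1.12e-11 and 5.39e-10 from limma), and *Rab14*, in 1 of its 4 ProbeSets, was at least 5.51-fold and 6.76-fold higher, with L-E and Line-C under the limit of expression. *Hfe*, a regulator of iron uptake, was 7.69 in H/W and 7.67 in Line-A against 8.40, 8.41 and 8.26 in L-E, Line-C and S-D. *Ctsh*, a lysosomal protease, *Cyp2c12* and *Hfe* differed, like *Sqor*, between both carriers and all 3 wild-type groups at 5% FDR in each of the 6 pairs, a criterion chosen after the data had been seen. Others differed between the parents in the opposite direction. *Creg1* was 12.35 ± 0.32 in H/W, 9.79 ± 0.29 in L-E, 9.94 ± 0.33 in Line-A and 12.21 ± 0.16 in Line-C (SD, n = 4 each), and *Itga1* was 6.83 ± 0.21, 4.62 ± 0.77, 3.67 ± 0.09 and 6.93 ± 0.47. Of the 105 ProbeSets of the *Ahr* list, 44 had a difference between H/W and L-E of the same sign, 16 of them at 5% FDR, and 61 had the opposite sign, 18 of them at 5% FDR. The difference between the 2 contrasts, tested as an interaction in limma, passed 5% FDR in 60 of them over all ProbeSets and in 86 over the list alone, a list that was itself chosen on these arrays.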

**Table 1:** Selected ProbeSets Showing AHR-Dependent mRNA Levels.

ProbeSet	Symbol	Entrez Gene ID	M	Q	Gene Title
1384240_at	Agtr1a	24180	6.9	3.76×10^−15^	angiotensin II receptor, type 1 (AT1A)
1369291_at	Agtr1a	24180	5.8	4.66×10^−13^	angiotensin II receptor, type 1 (AT1A)
1381968_at	Creg_predicted	289185	−2.3	4.01×10^−7^	cellular repressor of E1A-stimulated genes (predicted)
1372342_at	Mrvldc1	309375	5.9	3.14×10^−6^	MARVEL (membrane-associating) domain containing 1
1368826_at	Comt	24267	−2.9	6.44×10^−6^	catechol-O-methyltransferase
1387981_at	Olr59	170816	3.6	3.91×10^−5^	olfactory receptor 59
1376796_at	Rab14	94197	1.1	2.38×10^−4^	RAB14, member RAS oncogene family
1387144_at	Itga1	25118	−3.3	4.38×10^−4^	integrin alpha 1
1368171_at	Lox	24914	6.7	1.27×10^−3^	lysyl oxidase
1367593_at	Sepw1	25545	−2.3	1.77×10^−3^	selenoprotein W, muscle 1
1372925_at	Sirt3_predicted	293615	2.3	2.00×10^−3^	sirtuin 3 (silent mating type information regulation 2, homolog) 3 (S. cerevisiae) (predicted)
1368172_a_at	Lox	24914	3.4	2.35×10^−3^	lysyl oxidase
1368155_at	Cyp2c12	25011	−3.9	8.72×10^−3^	cytochrome P450, family 2, subfamily c, polypeptide 12
1367609_at	Mif	81683	1.2	1.34×10^−2^	macrophage migration inhibitory factor
1375936_at	Dsc2	291760	−2.9	1.91×10^−2^	desmocollin 2
1388917_at	Myo1d	25485	−1.0	2.02×10^−2^	myosin ID
1370154_at	Lyz	25211	−1.8	2.86×10^−2^	lysozyme
1367988_at	Cyp2c23	83790	−0.5	3.41×10^−2^	cytochrome P450, family 2, subfamily c, polypeptide 23
1370698_at	Udpgtr2	286954	1.4	5.11×10^−2^	liver UDP-glucuronosyltransferase, phenobarbital-inducible form

Following pre-processing, a linear-modelling approach was used to identify ProbeSets associated with AHR status. A subset of these is shown here. The M-values represent the magnitude of difference in expression caused by the mutant AHR in log_2_ space. For example, 1368826_at has an M-value of −2.9, indicating a 7.5-fold repression in signal intensity in rats that harbour the variant AHR. The column Q gives the false-discovery rate (a multiple-testing adjusted p-value).

Focusing on the 105 ProbeSets affected by *Ahr* genotype at 5% FDR, we interrogated their response to stimulation by AHR ligands. We compared these 105 ProbeSets to a study of alterations in mRNA abundances in four strains of rats induced by TCDD (2,3,7,8-tetrachlorodibenzo-*p*-dioxin), a potent AHR ligand [31]. In all H/W, L-E, and Line-A rats there was minimal relationship between the genes induced by TCDD (Figure 4A–C), with correlations ranging from −0.06 to +0.03. In Line-C rats (Figure 4D). However, there was a significant association, with a modest, but statistically-significant correlation of 0.19 (p = 3.3×10^−6^). We then looked at genes stimulated by TCDD in mouse liver [32] to see if there was any cross-species conservation and, again, found no correlation (Figure 4E).

**Figure 4:**
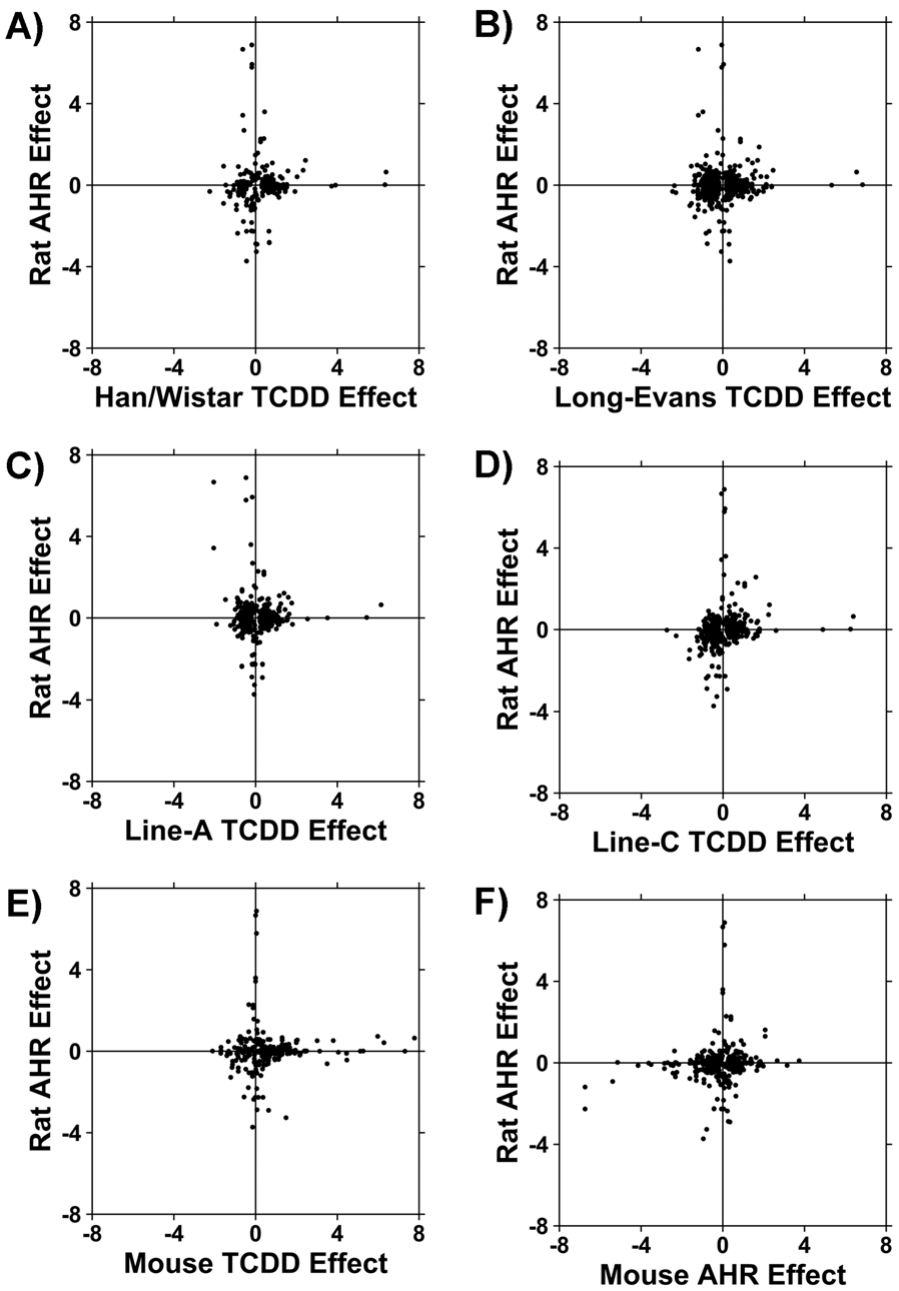
Comparison of *Ahr* Effect in Other Datasets. We next studied the set of genes whose mRNA levels were different between rats harbouring the wildtype *Ahr* allele (i.e. Long-Evans, Sprague-Dawley, and Line-C rats) and those harbouring the mutant *Ahr* ^H/W^ allele (i.e. Han/Wistar and Line-A). We examined the response of these genes to a potent AHR ligand, TCDD, in four rat strains, in wildtype C57/BL6J mice, and in *Ahr* ^−/−^ mice. A) The effects of the *Ahr* ^H/W^ genotype in control rats were uncorrelated to the effects of TCDD in H/W rats (R = 0.034, P = 0.60) B) The basal effects of the *Ahr* ^H/W^ genotype in rats were uncorrelated to those of TCDD in L-E rats (R = 0.036, P = 0.26) C) The basal effects of the *Ahr* ^H/W^ genotype in rats were uncorrelated to those in Line-A rats (R = −0.064, P = 0.16) D) The basal effects of the *Ahr* ^H/W^ genotype in rats were weakly, but statistically significantly, correlated to those in Line-C rats (R = 0.19, P = 3.3×10^−6^) E) The basal effects of the *Ahr* ^H/W^ genotype in rats were uncorrelated to the effects of TCDD in C57BL/6J mice (R = 0.026, P = 0.65). F) The basal effects of the *Ahr* ^H/W^ genotype in rats were weakly, but statistically significantly, correlated to the effects of genetic ablation of the *Ahr* locus in mice (R = 0.14, P = 0.0035).

These data suggested that the vast majority of genes basally affected by AHR genotype differ from those stimulated by exogenous ligands – a similar conclusion to that reached by study of liver [33] and kidney [32] of *Ahr* ^−/−^ mice. We thus compared the rat genes to those mouse genes affected by ablation of the *Ahr* locus. We observed a small, but statistically significant correlation of 0.14 (p = 0.0035, Figure 4F). This small, but non-random overlap between mouse and rat at the basal level mimics observations in TCDD-exposed animals [34], [35]. Four genes showed statistically significant changes in both species: branched chain keto acid dehydrogenase E1 (up in rat, down in mouse), glyoxalase 1 (up in both species), beta ureidopropionase (down in both species), and GrpE-like 1 (down in both species).

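In the rat livers, *Bckdhb*, the E1 beta subunit of the branched-chain keto acid dehydrogenase, was 10.58 ± 0.39 (SD, n = 4) in H/W and 11.15 ± 0.09 in Line-A, against 9.29 ± 0.18 in L-E and 9.57 ± 0.04 in Line-C, and 10.98 ± 0.13 in S-D. Its *Ahr* coefficient was 1.58 (standard error 0.20, adjusted p = 4.38e-04 from limma), while that of *Bckdha*, the alpha subunit, was -0.15 (0.13, adjusted p = 1.000). *Glo1*, glyoxalase 1, which detoxifies methylglyoxal, was higher in Line-A, with a coefficient of 0.58 (standard error 0.07, adjusted p = 4.62e-04 from limma), with 10.75 ± 0.06 in Line-A and 10.17 ± 0.10 in Line-C. *Upb1*, beta-ureidopropionase of pyrimidine breakdown, was lower in Line-A, at -0.36 (0.07, adjusted p = 0.0191), and *Grpel1*, a nucleotide exchange factor of mitochondrial protein import, also, at -0.49 (0.10, adjusted p = 0.0336). In *Glo1*, *Upb1* and *Grpel1* the difference between H/W and L-E had the other sign, at -0.22, 0.04 and 0.22, and did not pass 5% FDR (adjusted p = 0.126, 0.699 and 0.235 from limma). The calls of *Upb1* and *Grpel1* rested on single arrays. Without any of Line-A replicates 3 and 4 and Line-C replicates 1 and 3, the adjusted p of *Upb1* lay between 0.0553 and 0.0605, and without any of Line-A replicates 1, 3 and 4 and Line-C replicates 1, 3 and 4, that of *Grpel1* lay between 0.0570 and 0.112.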

Because the Han/Wistar and Line-A rats that bear the mutant *Ahr* are very similar genetically, it is theoretically possible that the *Ahr*-dependent expression patterns are artifacts of recombination events. If this were the case we would expect to see these concentrated into islands within the genome. 

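*Abcg5* and *Abcg8*, the paired sterol transporters, are the only neighbouring genes on the array that both belong to the *Ahr* list, and they lie on chromosome 6, as *Ahr* does. The direct neighbours of *Cd14*, *Itga1*, *Marveld1* and *Lox* on the array are not on the list. Of the *Ahr* list, 83 genes could be placed by their order along the chromosomes of the current rat reference annotation, and 4 lay on the chromosome of *Ahr*, which holds 438 of the genes on the array. Between *Ahr* and the nearest listed gene lie 125 genes of the array, and none of the 20 nearest on each side belongs to the list at 5% FDR by limma. Neighbouring pairs of listed genes numbered 1, against 0.656 for lists of this size drawn at random (one-sided permutation test for more pairs, p = 0.487). For no chromosome did the share of listed genes pass after adjustment (Fisher's exact test, adjusted p at least 0.249), while chromosomes 1 and 18, with 19 and 5 listed genes, had an unadjusted p of 0.0119 and 0.0334.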

When we mapped these 105 ProbeSets onto the genome no such islands were observed (Figure 5A).

**Figure 5:**
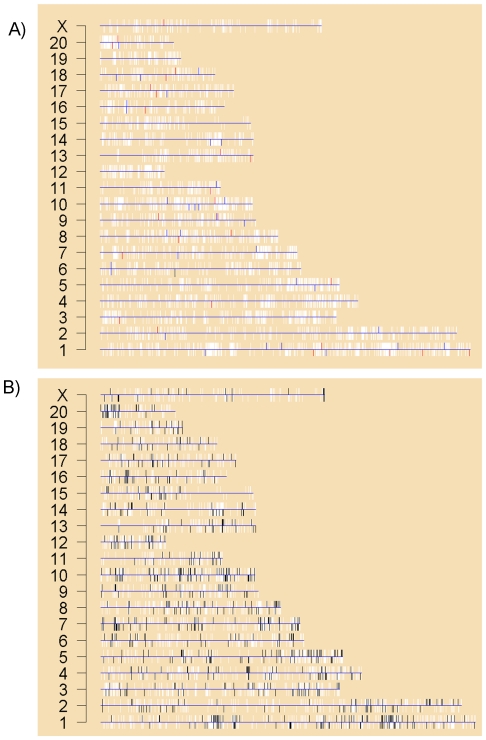
Genome-Wide Mapping of Differential Expression. To determine if differentially-expressed ProbeSets were localized to specific portions of the rat genome we plotted the entire genome, with one chromosome per line. Each gene was plotted with a white bar representing its location on the chromosome and its position on the plus (up) or minus (down) strand. A) Genes showing AHR-dependent expression have been colour-coded in red (down-regulated) or blue (up-regulated). The AHR itself is in black on chromosome 6. B) Genes displaying strain-specific mRNA abundances were identified by using a linear model and selected ProbeSets where the F p-value<0.001. These genes are plotted in black, and form clear clusters throughout the genome.

We employed the same approach to assess if genes that show inter-strain variability were concentrated into specific regions of the genome. We selected those ProbeSets showing significant inter-strain variability in the pair-wise analysis (p<0.001 based on the F-statistic) and mapped them onto the rat genome (Figure 5B). Putative “hotspots” are evident on chromosomes 1, 4, 7, 10, 13, 16, and 20. 

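The longest run of neighbouring array genes that differed between strains lies on chromosome 5, with *Fggy*, a carbohydrate kinase, *Hook1*, *Cyp2j4* and *Cyp2j3*, P450s that epoxidise arachidonic acid, and *Nfia*, a transcription factor. A run of 4 on the same chromosome holds *Prkaa2* beside *Oma1*, *C8b* and *Plpp3*, and one of 4 on chromosome 20 holds the class II genes *RT1-Da*, *RT1-Db1*, *RT1-Ba* and *RT1-Bb* of the major histocompatibility complex. *RT1-Db1* was 8.85 ± 0.32 (SD, n = 4) in S-D and 6.20 ± 0.12 in Line-A, while *RT1-Bb* was 4.98 ± 0.30 in S-D and 7.97 ± 0.48 in L-E. Runs of 3 include *Ugt2b*, *Ugt2b15* and *Ugt2b35* on chromosome 14, *Crot*, *Abcb4* and *Abcb1a* on chromosome 4, and *Cyb5b*, *Nfat5* and *Nqo1* on chromosome 19. *Crot*, which carries medium-chain acyl groups out of peroxisomes, was 4.14 ± 1.77 in Line-A and 8.55 ± 0.33 in H/W. Of 10379 placed genes, 1201 (11.6%) had an unadjusted p under 0.001 for the mean F of their ProbeSets. Neighbouring called pairs numbered 159 against 138 for calls placed at random (permutation test, p = 0.0283), and 139 against 132 when neighbours of 1 gene family were not counted (p = 0.272). Over whole chromosomes, the share of called genes was highest on chromosome 7, 14.0%, and lowest on chromosome 19, 8.56%, and no chromosome passed against the rest (Fisher's exact test, adjusted p = 0.434 for chromosome 7 and at least 0.214 for all). Chromosomes 3 and 7 had an unadjusted p under 0.05. Without H/W replicate 3 the neighbouring pairs numbered 483, with more genes called, and without S-D replicate 2 they numbered 104 (permutation test, p = 0.0751).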

Previously, in mouse, we found that genes whose mRNA levels are influenced by *Ahr* status alone as well as genes that respond to AHR activation by dioxin are widely dispersed across the genome with only modest clustering into “hotspots” [33].

### Analysis of Function by Gene Ontology

The above analyses identified numerous genes whose mRNA levels are strain-specific or AHR-dependent by varying degrees of magnitude. It is important to know if genes that show strain-dependent differences in mRNA abundance represent a random selection of the genome or are biased towards specific functional pathways. If specific functions are enriched this would imply that the results of pharmacogenomic and toxicogenomic studies will depend on strain-selection. For genes exhibiting *Ahr*-dependent mRNA levels, functional enrichment can shed light on the mechanism by which the aberrant *Ahr* isoform protects animals from dioxin toxicity.

To address these questions at a genome-wide scale we employed gene-ontology enrichment analysis [36] for each pair-wise comparison amongst strains, as well as for genes exhibiting *Ahr*-dependent expression. We identified the most enriched GO terms across all eleven conditions by summing the log_10_|P| values and selecting terms with a cumulative score below −10 (i.e. an unadjusted cumulative enrichment probability of 10^−10^). We subjected these terms to divisive hierarchical clustering (Figure 6).

**Figure 6:**
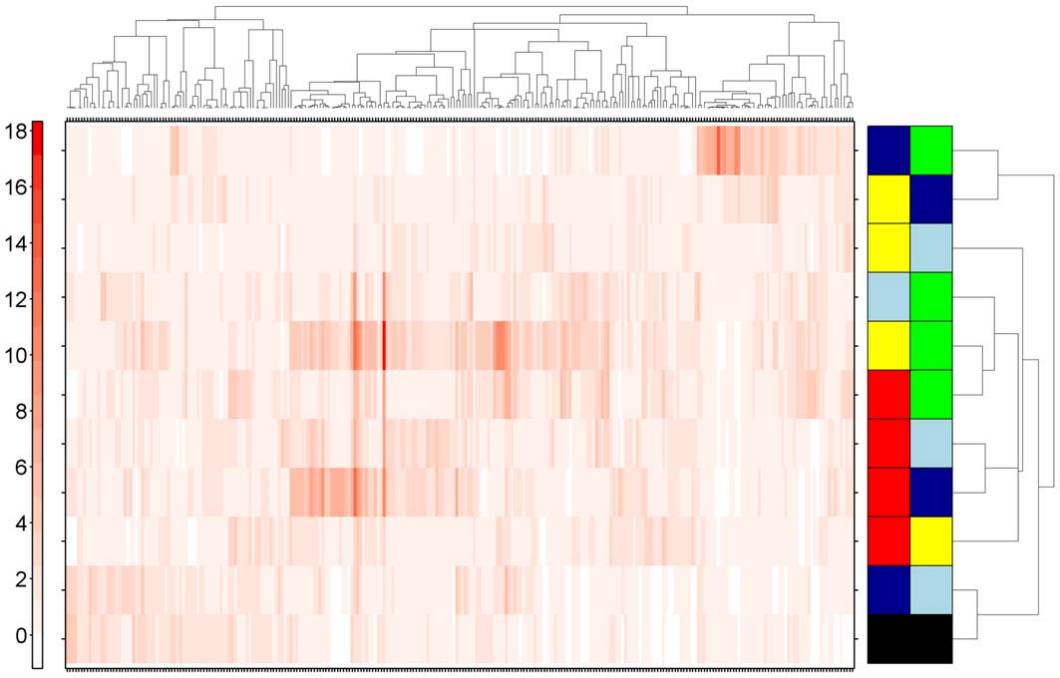
Gene Ontology Analysis of Differentially-Expressed Genes. To identify functional trends and similarities amongst pairs of strains, we again employed Gene Ontology enrichment analysis. Those genes differentially expressed (p_adjusted_<0.05) in each strain were used, and only those GO terms significantly enriched at a cumulative probability of p_cumulative_<10^−10^ were selected. The p-values for these selected GO terms were subjected to divisive hierarchical clustering, with the contrasts as rows, the GO terms as columns, and the colour of individual cells indicating the −log_10_ of the p-value for enrichment. The two colour bars on the right side of the figure indicate the two strains compared in this contrast. Yellow, Long-Evans; Red, Han/Wistar; Dark Blue, Line-A; Light Blue, Line-C; Green, Sprague-Dawley; Black, AHR.

This clustering analysis has three salient features. First, AHR-specific GO terms and GO-terms generated from the Line-A vs. Line-C pair-wise comparison cluster closely together. This is reassuring, since the two lines should be highly similar outside of their AHR loci because of their common origin in L-E×H/W crosses [22]. 

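On the *Ahr* coefficient, the gene lists with the lowest camera p were a list of cell markers and a pathway. Of 12 markers of Kupffer cells and macrophages 3 had a negative coefficient at 5% FDR, or 9 when adjusted over the list alone (camera, adjusted p = 1.36e-16, and adjusted p = 0.0348 with an estimated correlation). By limma the number at 5% FDR was 1 without any of the Line-A replicates or Line-C replicate 2, and 4 without Line-C replicate 3. The mean coefficient of these markers was -0.71, with *Cd14* at -2.26 (standard error 0.33). Of 19 genes of cholesterol synthesis, limma called 0 at 5% FDR, 0 to 2 with 1 array left out, and 8 with a negative coefficient when adjusted over the list alone, and their median coefficient was -0.59 against -0.51 for the Kupffer markers (camera, adjusted p = 5.14e-13, but adjusted p = 0.180 with an estimated correlation). Genes of bile acid synthesis and transport had 0 of 23 past 5% FDR by limma (1 lower adjusted over the list alone, 3 at an unadjusted p under 0.05), with a camera adjusted p of 0.00323 and an adjusted p of 0.0348 with an estimated correlation. Female-biased liver genes had 1 of 18 lower, *Cyp2c12*, also adjusted over the list alone (camera, adjusted p = 0.0493, and adjusted p = 0.246 with an estimated correlation). Of the 12 genes of the renin-angiotensin system, *Agtr1a* alone passed 5% FDR, also adjusted over the list alone (camera, adjusted p = 0.0198, and adjusted p = 0.261 with an estimated correlation). The battery of AHR target genes had 0 of 13 past 5% FDR by limma and 1 higher when adjusted over the list alone, with 2 at an unadjusted p under 0.05 (camera, adjusted p = 0.457). *Cyp1a1* had a coefficient of 0.64 (standard error 1.10, adjusted p = 1.000), *Cyp1a2* -0.07 (0.10, adjusted p = 1.000) and *Nqo1* -0.05 (0.81, adjusted p = 1.000), all from limma. These are lists of genes fixed beforehand rather than Gene Ontology terms, and camera used all 10412 genes as background.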

Second, Han/Wistar (red) displays a consistent difference from the other strains/lines, as demonstrated by their co-clustering. Third, the most distant cluster contains the comparison of the dioxin-resistant Line-A rats with the two dioxin-sensitive strains, Sprague-Dawley and Long-Evans.

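Of 12 markers of Kupffer cells and macrophages, 9 were higher in L-E than in Line-A at 5% FDR by limma (9 adjusted over the list alone) and 11 were lower in Line-A than in S-D (12 adjusted over the list alone). *C1qc*, a subunit of complement C1q, was 9.78 ± 0.16 (SD, n = 4) in S-D and 8.49 ± 0.19 in Line-A. Relative to S-D, 9 markers were also lower in H/W, 5 in Line-C and 4 in L-E, 4 to 10, 4 to 7 and 3 to 6 with 1 array left out, and 1 was higher in Line-C and 1 in L-E (camera, adjusted p = 1.17e-08, 2.98e-05 and 0.0112, but 0.112, 0.496 and 0.422 with an estimated correlation). For Line-A against S-D the adjusted p from camera was 1.94e-15, and 0.0273 with an estimated correlation, and for L-E against Line-A 1.35e-11, and 0.0847 with an estimated correlation. Of 17 markers of stellate cells and fibroblasts, 8 were lower in Line-A than in S-D, while 2 were higher (8 and 2 adjusted over the list alone; camera, adjusted p = 1.44e-07, and adjusted p = 0.0377 with an estimated correlation). *Col3a1*, a fibrillar collagen, was 10.85 ± 0.34 in S-D and 9.23 ± 0.15 in Line-A. Of 19 genes of cholesterol synthesis, 8 were lower in Line-A than in L-E (10 adjusted over the list alone; camera, adjusted p = 1.48e-08, but adjusted p = 0.279 with an estimated correlation), 10 lower than in H/W, 5 to 11 with 1 array left out, and 2 lower and 1 higher than in S-D, 1 to 4 and 0 to 2 with 1 array left out. Of 37 genes of fatty acid oxidation, 16 were higher and 3 lower in L-E than in Line-A (17 and 3 adjusted over the list alone; camera, adjusted p = 2.53e-12, but adjusted p = 0.134 with an estimated correlation). L-E was also higher than S-D in 21 and lower in 1, higher than Line-C in 13 and lower in 3, while Line-A was higher than S-D in 10 and lower in 3. With 1 array left out these numbers against Line-C were 3 to 16 and 1 to 4, and for Line-A 5 to 11 and 0 to 6. *Ehhadh*, the peroxisomal bifunctional enzyme, was 13.07 ± 0.49 in L-E and 11.97 ± 0.41 in Line-A. Against S-D, Line-A was higher in 25 of 62 genes of aerobic respiration and lower in 1 (26 and 1 adjusted over the list alone), among them *Atp5po*, a subunit of ATP synthase, by 1.61-fold. Of all ProbeSets called in this pair, 78.2% were higher in Line-A. L-E and Line-C were higher than S-D in 13 and 11 of these genes, 8 to 17 and 6 to 15 with 1 array left out, and lower in 0 and 1. For Line-A the camera adjusted p was 0.0263, and an adjusted p of 0.766 with an estimated correlation. The excess of 3' over 5' signal of GAPDH was also smaller in Line-A than in S-D, while for beta-actin and hexokinase these groups were less than the SD of Line-A apart. That of beta-actin was smaller in L-E than in Line-A, by more than the SD of either group. With 1 array left out, L-E was higher than Line-A in 5 to 11 Kupffer markers, 5 to 10 genes of cholesterol synthesis and 11 to 17 of fatty acid oxidation, and Line-A was lower than S-D in 11 to 12 Kupffer and 6 to 9 stellate markers and higher in 14 to 31 genes of respiration. The number of ProbeSets between L-E and Line-A at 1% FDR was 901, and it became 3728 without H/W replicate 3, 564 without L-E replicate 2 and 527 without Line-A replicate 4. With the scan day as a random block, chosen after the data had been seen, it was 220.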

To confirm that our findings are independent of the p-value threshold of 10^−10^, we repeated this analysis using GO terms with cumulative probabilities below 10^−5^ (Figure S5), 10^−7.5^ (Figure S6), 10^−20^ (Figure S7), and 10^−30^ (Figure S8).

Having examined the global perturbation of pathways across different strains, we next considered the specific GO terms enriched in these analyses. Selected results are in Table 2; the complete GO analysis is in Table S5. Some functional groups are specifically altered in only some pair-wise comparisons. For example, calcium ion binding (GO:0005509) genes are differentially expressed between S-D and LnA rats (p = 3.89×10^−8^) but not in any other pair-wise comparisons. 

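Of 49 calcium-binding proteins on a list fixed beforehand, 11 were higher and 11 lower in Line-A than in S-D at 5% FDR by limma (11 and 12 adjusted over the list alone), and 9 of these had a mean signal under 4. *Anxa2*, an annexin that links membranes to actin, was 7.23 ± 0.21 (SD, n = 4) in S-D and 6.15 ± 0.19 in Line-A, a difference with an adjusted p of 9.48e-06 from limma, and *Anxa3*, another annexin, was 7.65 ± 0.18 and 6.40 ± 0.11. *Cdh1*, E-cadherin, was 9.61 ± 0.31 in H/W, 10.82 ± 0.10 in L-E and 10.39 ± 0.33 in Line-A, and *Ncald*, neurocalcin, was 5.47 ± 0.62 in L-E and 2.20 ± 0.15 in Line-A. Members of the list differed in other pairs too. L-E was higher in 2 and lower in 10 than S-D (2 and 12 adjusted over the list alone), H/W lower in 9 (14 adjusted over the list alone), and L-E higher in 6 and lower in 9 than Line-A. The fewest were called between Line-A and Line-C, 1. With 1 array left out, 1 to 20 were higher and 8 to 12 lower in Line-A than in S-D, 0 to 20 higher and 6 to 15 lower in H/W than in S-D, and 2 to 20 lower in L-E than in Line-A, with the largest sums without H/W replicate 3. By camera the list was lower in Line-A than in S-D with an adjusted p of 0.0123, and with an adjusted p of 0.596 with an estimated correlation. For H/W and L-E against S-D the adjusted p was 0.00526 and 0.0121, and 0.582 and 0.424 with an estimated correlation. Its median log2 difference between Line-A and S-D was 0.03 and its mean -0.23, since the members went both ways. Calcium-binding genes of other cells are part of this list, and of 17 stellate cell and fibroblast markers, 8 were lower than in S-D in H/W, 8 in L-E and 6 in Line-C at 5% FDR.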

Other functions are differentially altered in one strain relative to all others, such as oxidoreductase activity (GO:0016491) which is differentially expressed in H/W rats relative to the other four strains/lines (p<1.05×10^−4^ for all four pair-wise comparisons). 

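Of 61 oxidoreductases outside the P450 family, H/W was higher in 11 and lower in 8 than S-D at 5% FDR by limma (19 and 9 adjusted over the list alone). *Hsd17b6* was 5.79-fold higher in H/W than in S-D (standard error 0.17 on the log2 scale, adjusted p = 6.03e-08 from limma), whereas *Akr7a3*, an aflatoxin aldehyde reductase, was 9.04 ± 0.34 (SD, n = 4) in H/W and 10.94 ± 0.26 in S-D. *Idh2*, the mitochondrial isocitrate dehydrogenase, was 8.86 ± 0.50 in H/W and 9.90 ± 0.14 in S-D. Against Line-A, 6 were higher and 7 lower in H/W (11 and 17 adjusted over the list alone), and against Line-C 3 and 5 (4 and 7 adjusted over the list alone). Among the pairs with H/W the fewest were called against L-E, with 2 higher and none lower in H/W (2 and 2 adjusted over the list alone). In pairs without H/W, 18 were higher and 8 lower in Line-A than in S-D, 11 and 11 in L-E than in Line-A, 13 and 7 in Line-C than in S-D, 13 and 6 in L-E than in S-D, and 6 and 8 in L-E than in Line-C, while 2 were called between Line-A and Line-C, both higher in Line-A. With 1 array left out, 1 to 3 were higher and 0 to 6 lower in H/W than in L-E, 1 to 6 and 4 to 7 in H/W than in Line-C, 7 to 13 and 5 to 14 in L-E than in Line-A, 3 to 9 and 4 to 9 in L-E than in Line-C, and 1 to 3 and 0 to 2 in Line-A than in Line-C. By limma's F-test 13 of its 60 expressed genes (21.7%) differed between strains at 0.1% FDR (24 adjusted over the list alone), against 8.84% of the other expressed genes (Fisher's exact test, adjusted p = 0.00954).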

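*Abcg8*, which with *Abcg5* returns sterols to bile and gut lumen, was 4.92 ± 0.67 (SD, n = 4) in Line-C and 2.67 ± 0.25 in Line-A, an *Ahr* coefficient of -2.25 or beyond, as Line-A lies under the limit of expression (standard error 0.35, adjusted p = 0.00332 from limma). *Abcg5* had one of -3.73 or beyond (standard error 0.74, adjusted p = 0.0231 from limma), with 5.88 ± 0.69 in Line-C, 2.15 ± 0.04 in Line-A and a wide spread of 2.19 among the 4 H/W rats. *Apoa2*, an apolipoprotein of high-density lipoprotein, was higher in Line-A by 0.34 (standard error 0.05, adjusted p = 0.00235 from limma). *Scarb1*, the receptor of high-density lipoprotein, and *Apob* had coefficients of -0.05 and -0.04 and did not pass (adjusted p = 1.000 and 1.000), nor did *Cyp7a1* at -0.03 (adjusted p = 1.000), all by limma. Of 17 genes of cholesterol absorption and efflux on a list fixed beforehand, 1 was higher and 2 were lower in Line-A at 5% FDR of the coefficient (1 and 3 adjusted over the list alone), and both lower ones had a mean signal under 4. The camera adjusted p was 0.0917, and 0.246 with an estimated correlation. The call of *Abcg5* rested on single arrays, with an adjusted p between 0.0508 and 0.0784 without any of the Line-A replicates or of Line-C replicates 2 and 3.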

Finally, and perhaps most interestingly, genes exhibiting *Ahr*-dependent mRNA abundance are enriched for those involved in cholesterol absorption (p = 1.05×10^−5^).

**Table 2:** Selected Enriched Gene Ontology Categories.

GO ID	AHR	HW	HW	HW	HW	LE	LE	LE	LnA	LnA	LnC	GO Term
		LE	LnA	LnC	SD	LnA	LnC	SD	LnC	SD	SD	
GO:0005509	−0.04	0.00	−0.02	−0.01	−0.01	−1.64	−0.09	−0.30	−0.01	−7.41	−0.33	calcium ion binding
GO:0005737	−1.40	−3.55	−10.07	−7.80	−7.38	−1.67	−3.49	−17.14	−2.17	−0.08	−10.07	cytoplasm
GO:0005739	−2.49	−1.02	−6.52	−3.66	−2.21	−0.56	−0.84	−6.54	−2.41	−0.10	−3.96	mitochondrion
GO:0005770	−0.78	−4.67	−0.57	−2.40	−4.37	−0.28	−0.11	−1.88	−0.52	−0.92	−2.71	late endosome
GO:0005886	−0.28	−0.23	0.00	−0.09	−0.54	−0.47	−0.03	−0.04	−0.03	−8.46	−0.64	plasma membrane
GO:0006082	−0.91	−2.66	−0.93	−0.30	−3.52	−0.91	−0.43	−9.95	−1.43	−0.01	−1.03	organic acid metabolic process
GO:0006629	−2.31	−2.32	−3.37	−1.50	−7.18	−0.92	−1.92	−7.95	−5.16	−0.08	−1.87	lipid metabolic process
GO:0008202	−1.05	−0.52	−2.03	−1.23	−4.10	−1.10	−1.96	−4.64	−3.60	−0.03	−3.07	steroid metabolic process
GO:0009060	0.00	−0.50	−7.30	−0.40	−0.39	−0.36	−0.13	−2.44	−0.44	−0.41	−0.48	aerobic respiration
GO:0016491	−2.10	−4.83	−8.63	−3.98	−5.07	−0.51	−1.37	−10.42	−3.72	−0.04	−2.42	oxidoreductase activity
GO:0019882	−0.52	−0.98	−1.22	−3.65	−5.12	−0.37	−1.14	−5.29	−0.29	−1.59	−3.29	antigen processing and presentation
GO:0030300	−4.98	0.00	−2.03	−1.48	0.00	−0.23	−1.12	−0.26	−4.08	−0.34	−1.39	regulation of cholesterol absorption
GO:0048037	−1.40	−0.67	−6.40	−1.59	−3.11	−0.71	−0.51	−5.04	−4.32	−0.09	−1.94	cofactor binding
GO:0048731	−0.05	−0.03	0.00	−0.11	−0.01	−1.96	−0.86	−0.01	−0.01	−9.95	−0.41	system development

ProbeSets differentially expressed between strains/lines or showing AHR-dependent effects were identified using linear models and subjected to Gene Ontology enrichment analysis to identify specific pathways or functions modulated. A selection of enriched GO terms is shown. The numeric values are log_10_ P-values for enrichment of the GO term. For example, a value of −3 indicates a 0.001 probability that the observed enrichment occurred by chance alone. Each column corresponds to a separate contrast, either of two strains (e.g. H/W vs. L-E or L-E vs. S-D) or of the AHR-dependent genes.

### Analysis of Transcription-Factor Binding-Site Enrichment

Our microarray analyses identified both inter-strain and AHR-dependent trends in mRNA expression profiles. The Gene Ontology analysis outlined above suggests that these trends are functionally coherent: specific biological pathways or functions were enriched, while others were not. We hypothesized that the most probable mechanism underlying this occurrence would be differential activity of specific transcription-factors. To test for this differential occurrence we performed an analysis of transcription-factor binding-sites (TFBSs). We analyzed the promoters of genes showing strain- or *Ahr*-dependent mRNA expression for enrichment or depletion of the sequence motifs for 123 different site-specific DNA-binding proteins. For each TFBS, our analysis determined the probability that this site was enriched or depleted amongst genes whose mRNA abundance showed *Ahr*- or strain-dependency.

The results from this analysis (Table 3) indicate that nine separate TFBSs are enriched in one or more contrast. As with the analysis of GO functions, some effects were strain-specific, while others were more general. One prominent strain-specific effect is the enrichment of putative ID1 target genes differentially expressed in Long-Evans relative to Line-A, Line-C, and Sprague-Dawley (p = 0.003 for each comparison). A more general effect is enrichment of AP2 binding-sites in eight of the eleven strain pairs. Two TFBSs were enriched in genes with *Ahr*-dependent abundances: AP2 and NR2F1 (COUP-TF1).

**Table 3:** Analysis of TFBS Enrichment.

Motif ID	AHR	HW	HW	HW	HW	LE	LE	LE	LnA	LnA	LnC	Motif Name
		LE	LnA	LnC	SD	LnA	LnC	SD	LnC	SD	SD	
MA0003	0.007	<0.001	NS	<0.001	<0.001	<0.001	<0.001	<0.001	<0.001	<0.001	<0.001	TFAP2A AP2
MA0017	0.002	NS	NS	NS	NS	NS	NS	NS	NS	NS	NS	NR2F1 NUCLEAR RECEPTOR
MA0034	0.998	NS	NS	NS	NS	NS	NS	NS	0.998	NS	NS	GAMYB TRP-CLUSTER
MA0049	NS	<0.001	<0.001	<0.001	NS	<0.001	<0.001	<0.001	NS	<0.001	<0.001	Hunchback ZN-FINGER, C2H2
MA0057	NS	0.022	0.038	0.010	<0.001	<0.001	<0.001	<0.001	NS	<0.001	NS	ZNF42_5-13 ZN-FINGER, C2H2
MA0065	NS	NS	NS	<0.001	NS	NS	NS	NS	NS	NS	NS	PPARG-RXRA NUCLEAR RECEPTOR
MA0074	<0.001	NS	NS	NS	NS	NS	NS	NS	NS	NS	NS	RXR-VDR NUCLEAR RECEPTOR
MA0115	NS	NS	<0.001	<0.001	NS	<0.001	<0.001	NS	NS	<0.001	<0.001	NR1H2-RXR NUCLEAR RECEPTOR
MA0120	NS	NS	NS	NS	NS	0.003	0.003	0.003	NS	<0.001	<0.001	ID1 ZN-FINGER, C2H2

ProbeSets differentially expressed between strains/lines or showing AHR-dependent effects were identified using linear models. The promoter regions for these genes were extracted from UCSC build rn4 of the rat genome and analyzed for transcription-factor binding-site (TFBS) enrichment using a library of 123 position-weight matrices. Statistical significance was estimated using five separate tests, and only those matrices enriched in at least four of the five are reported here. The Motif ID is the identifier given in the JASPAR library, and the numeric columns correspond to the p-value for enrichment (close to zero) or depletion (closer to one) of that motif in each contrast. The p-values reported here are from 1,000 permutations of a background dataset of hepatically expressed genes (see Methods). NS, not significant (p<0.05).

### Heritability of mRNA Abundance

The complex inheritance of quantitative traits can occur in several ways. If the phenotypes of the offspring lie between the extremes of the two parents, then the trait is said to display directional genetics. If, on the other hand, the phenotype shows more extreme values in the offspring than in the parents, then the trait is said to display interacting loci. Because our study contains the mRNA expression profiles of two lines descended from L-E×H/W crosses, along with those of the parental strains, we could distinguish between these two possibilities for each ProbeSet on the array.

To analyze the heritability of mRNA expression across all loci, we calculated separately where the mRNA expression profiles of the Line-A and Line-C progeny lie relative to the two parental strains. Distance values of 0.0 indicate that mRNA levels in the line are equivalent to those in the lower-abundance strain; values of 1.0 indicate levels equivalent to the higher-abundance strain. If the distance is less than 0 or greater than 1, then the mRNA levels of the line lie outside the two parental strains. We plotted the results separately for ProbeSets with greater L-E signal than H/W signal (Figure 7A) and those where H/W signal is greater than L-E signal (Figure 7B). In each case a very strong peak between 0 and 1 was observed, with few extreme outliers. These results indicate that the majority of ProbeSets follow directional genetics. 

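*Mup5*, at 6.95 in Line-A and 6.45 in Line-C, and *Lss*, at 6.57 ± 0.15 and 6.92 ± 0.26 (SD, n = 4 each), were near the lower level of L-E, while *Bco1*, at 7.33 ± 0.11 and 7.24 ± 0.26, was near the higher level of L-E. *Obp3*, an odorant-binding protein, was 14.68 ± 0.23 in H/W, 12.58 ± 0.32 in L-E, and between them in both lines, at 13.85 ± 0.24 and 13.32 ± 0.41. *Cyp2c12* followed a different parent in each line, H/W in Line-A and L-E in Line-C. *Ugt2b*, near background in both parents, lay far above them in both lines. H/W and L-E differed at 5% FDR in 527 ProbeSets by limma. Of these, 306 (58.1%) had a Line-A mean between the parental means and 342 (64.9%) a Line-C mean between them. The median distance along the parental range, 0 at the lower and 1 at the higher parent, was 0.293 in Line-A and 0.257 in Line-C where L-E was the higher parent, and 0.643 and 0.673 where H/W was, all nearer H/W. With the parents compared at 1% FDR these medians were 0.362 and 0.358, nearer H/W, and 0.388 and 0.428, nearer L-E. Over all ProbeSets, whether or not the parents differed, 17.5% lay inside in Line-A and 20.0% in Line-C. The numbers inside were 203 and 219 without L-E replicate 2 and 3270 and 4331 without H/W replicate 3, with more ProbeSets passing between the parents, and the shares inside stayed between 53.4% and 62.6% in Line-A and between 60.5% and 70.7% in Line-C over all arrays left out in turn. From distances that lie mostly between the parents, the paper reasons that most ProbeSets follow directional genetics, and it sets those outside the range apart as a sign of interacting loci.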

A third phenomenon, transgressive segregation, could not be evaluated here because only two crosses were available.

**Figure 7:**
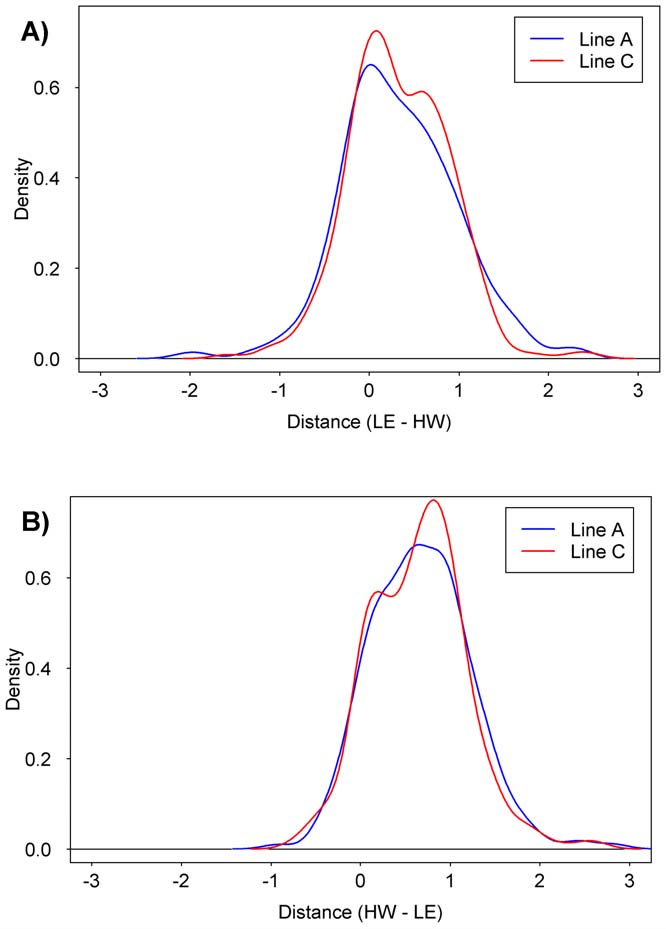
Heritability of mRNA Abundances. To analyze the heritability of mRNA abundances we used the two parental strains (L-E, H/W) and two lines resulting from L-E×H/W crosses (LnA, LnC). For each ProbeSet on the array we calculated where the Line-A and Line-C expression levels lie relative to the two parental strains. Values of zero indicate equivalent expression to the lower of the two parental strains, while values of one indicate equivalent expression to the higher of the two parental strains. A) Gaussian density plots of expression distances for Line-A and Line-C rats for ProbeSets where L-E expression is higher than H/W expression. B) Gaussian density plots of expression distances for Line-A and Line-C rats for ProbeSets where L-E expression is lower than H/W expression.

To rigorously identify outliers than might contain evidence of interacting loci, we searched our pair-wise linear model for ProbeSets that displayed statistically significantly more extreme signals in either of the two lines than in the two parents. 

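*Dync1li1*, a light intermediate chain of dynein, was 8.38 ± 0.29 (SD, n = 4) in Line-A and 8.46 ± 0.07 in Line-C, above both H/W at 6.51 ± 0.27 and L-E at 7.30 ± 0.23. *Ctnnb1*, beta-catenin, was 12.10 and 12.10 in the lines against 10.95 and 11.45 in the parents in 1 ProbeSet. Another ProbeSet of *Ctnnb1* was lowest in L-E, at least 1.07 log2 units below each other group, and did not lie outside both parents in either line. *Galt*, an enzyme of galactose metabolism, was above its higher parent by 0.39 in Line-A and 0.42 in Line-C. *Slco2a1*, a prostaglandin transporter, was 8.81 ± 0.19 and 9.02 ± 0.16 in the lines, below 9.76 ± 0.22 in H/W and 10.22 ± 0.20 in L-E, but its other ProbeSet ran the other way, at 11.94 and 11.75 in the lines against 11.58 and 11.52. *Icoslg*, a T cell co-stimulatory ligand, and *Asgr2*, a subunit of the asialoglycoprotein receptor, were below both parents in both lines. *Stt3b*, a catalytic subunit of oligosaccharyltransferase, was above both by 0.33 and 0.39. In Line-A alone, *Spink1* lay 2.75 log2 units above the nearer parent and *Dhx36*, an RNA helicase, 1.32 above, and in Line-C alone *Isyna1* lay 1.31 above and *Mlxipl*, a glucose-sensing transcription factor, 0.83 below. By limma, 656 ProbeSets in Line-A and 341 in Line-C differed from both parents in the same direction at 5% FDR. The number in either line was 808, and 232 with the scan day as a random block, chosen after the data had been seen. No parental array was scanned on the day of the lines, so the block cannot remove a difference between scan days. Among the 527 ProbeSets in which the parents differ from each other, the numbers were 31 and 17. The union of these last 2 sets was 40 ProbeSets, 24 without L-E replicate 2, 119 without H/W replicate 3 and 15 with that random block.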

In total, 41 ProbeSets were found to have genetic interactions, including 7 found in both Line-A and Line-C (*Asgr2*, *Ctnnb1*, *Galt*, *Garabarapl2*, *RGD1311563*, *Slco2a1*, and an expressed locus). The full set of interacting loci is given in Table S6.

### Cross-Tissue Conservation of Inter-Strain Variability

We wondered if genes that showed strain-dependent mRNA levels in liver would be similar or different from those that showed strain-dependent mRNA levels in other organs or tissues. As a simple way of analyzing this effect we used a public dataset of rat genes that showed strain-dependent abundances in kidney of two strains: Sprague-Dawley and Fischer 344 [18]. We took their dataset, mapped the GenBank identifiers to UniGene build Rn.171 and extracted the F-statistics from our linear model. Where multiple ProbeSets corresponded to a single gene, we made no assumptions about which ProbeSet was more accurate and directly averaged the F statistics. The kidney study divided genes into three overlapping groups: those showing mRNA abundances dependent on diet, gender, and strain. For all genes in those three groups that could be mapped to our dataset, we extracted their F-statistics and summarized them into boxplots (Figure 8A). Genes showing strain-dependent mRNA abundances in rat kidney showed a slight, but statistically-insignificant trend towards higher F-statistics in our liver dataset.

**Figure 8:**
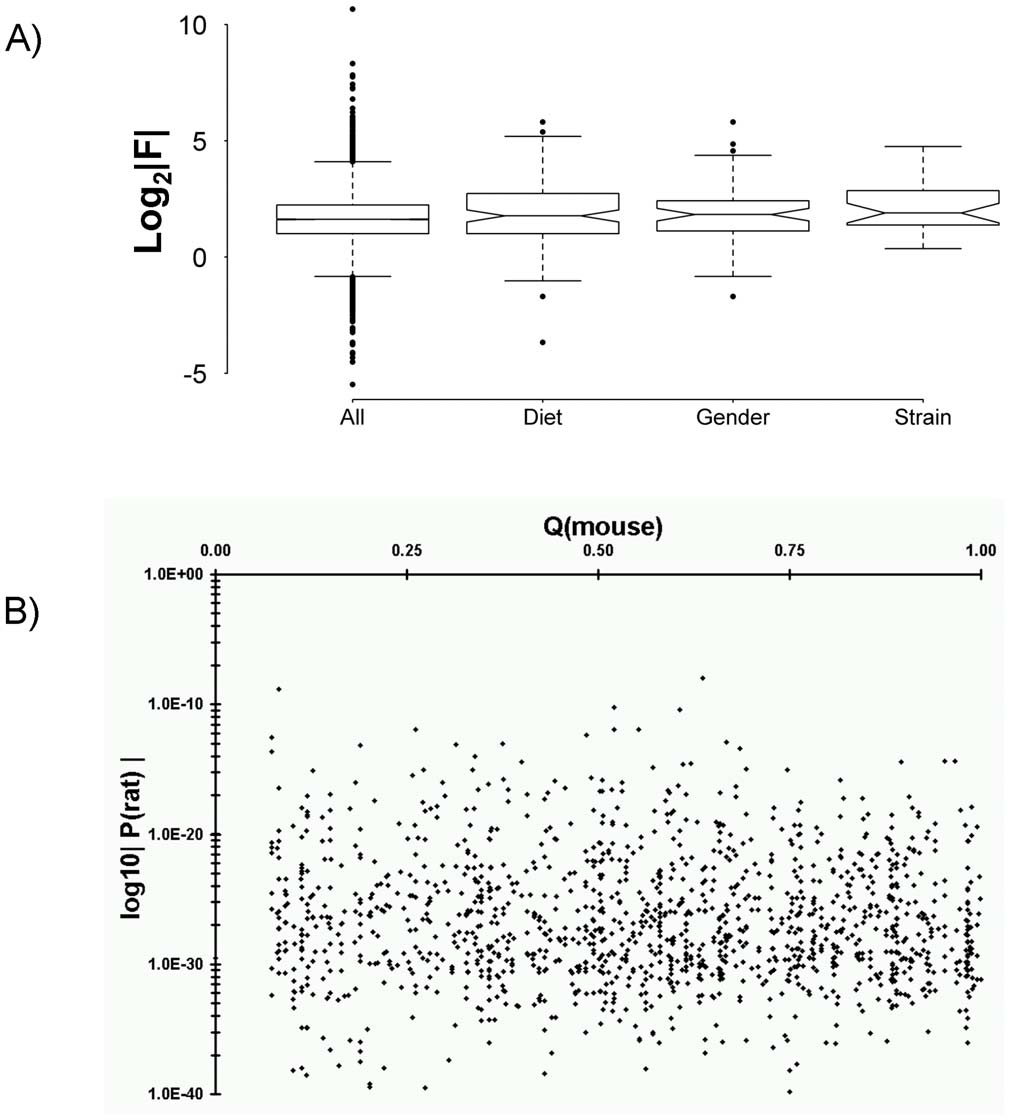
Comparison of Inter-Tissue and Inter-Species Variability. A) We compared inter-strain variability in mRNA abundances between different rat tissues by using a public dataset dataset of inter-strain variability in kidney of two rat strains. We reannotated their data to UniGene build Rn.171. The kidney study grouped genes into four categories: all genes (All), genes showing diet-dependent mRNA abundances (Diet), genes showing gender-dependent mRNA abundances (Gender), and genes showing strain-dependent mRNA abundances (Strain). The F-statistics for genes in each of these four groups were log_2_-transformed and summarized in box-plots. While genes showing a strain-dependence in kidney showed a trend towards strain-dependence in liver, this was not statistically significant (p>0.05). B) We compared genes that have strain-dependent hepatic mRNA abundances in rat to those with similar characteristics in mice by using a public dataset of five mouse strains. We reannotated their data to UniGene build Mm.168 and employed build 58 of the Homologene database to identify mouse and rat ortholog pairs. For each ortholog pair identified, we plotted the unadjusted P-value for rat inter-strain variability (y-axis) against the published q-value for mouse inter-strain variability (x-axis). No association between the two metrics is observed (Spearman's rho = 0.04, p = 0.22).

These data are limited by the use of different types and number of strains used in the two studies. Nevertheless, they do suggest that strain-dependent mRNA profiles will be tissue-specific. Further studies will be needed to address this question rigorously.

### Cross-Species Conservation of Inter-Strain Variability

The extent of inter-strain variability in hepatic mRNA levels is very large: hundreds of genes display inter-strain variability. This variability is non-random, as demonstrated by the clustering of biological replicates, the functional coherency of the set of perturbed genes, and the identification of specific TFBSs enriched in each strain-to-strain comparison. Further, analysis of the two lines descended from L-E×H/W crosses indicates that these differences are largely hereditary, with the vast majority following directional genetics.

Given this broad set of similarities, we hypothesized that similar sets of genes would display inter-strain variability in rat and its close rodent relative, mouse. To test this hypothesis we downloaded data from a previously published survey of steady-state hepatic mRNA levels in five strains of mouse [21]. To ensure optimal matching of homologs between these two species, we re-annotated each gene on the mouse array by mapping the provided GenBank accession IDs directly to a current UniGene build (Mm.168). We then employed the Homologene database to identify rat and mouse homologs. In total, 1332 matches between array elements were identified, representing 1018 unique pairs of genes.

We first compared the reported mouse Q-values and our own rat P-values (Figure 8B). Surprisingly, no association was observed (Spearman's rho = −0.04, p = 0.22). We repeated this analysis on the F-statistics and, again, did not see an association (data not shown). To ensure that the presence of multiple matches to each gene was not confounding our analysis we collapsed replicate ProbeSets in three different ways: by taking the mean, the minimum, and the maximum. The correlation analysis was repeated for each of these three datasets, and again no association was observed (data not shown). We conclude that genes that display inter-strain variability in the mouse are not more likely to display inter-strain variability in the rat, at least across the five mouse strains and five rat strains/lines considered in these two studies. Interestingly, the published mouse study found only 1.25% (66 of 5,285) of the transcripts on their array to be variable across strains at a 10% pFDR. By contrast, using an FDR threshold two orders of magnitude more stringent (0.1%), we identified three times more inter-strain variability (733/15,923 = 4.6%).

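The genes with the strongest evidence of strain dependence were *Ugt2b* and *Agtr1a*, with adjusted p-values of limma's F-test of 4.44e-19 and 7.23e-18, followed among named genes by *Sqor*, at 6.39e-12, and *Ephx2*, at 8.89e-11. *RT1-CE12*, a class I gene of the major histocompatibility complex, was 7.35 ± 0.17 (SD, n = 4) in S-D and 10.41 to 10.96 elsewhere, and *Serpinb6a*, a protease inhibitor, was 5.18 ± 0.20 in S-D and at most 3.85 elsewhere. Of the 733 ProbeSets, 679 had a mean signal of at least 4, 403 differed at least 2-fold between some pair, and they stand for 593 named genes. Among expressed genes, 8.98% passed. In antigen processing and the major histocompatibility complex 9 of 29 did (11 adjusted over the list alone), and of the markers of Kupffer cells 6 of 12 (11 adjusted over the list alone). For 172 of the called ProbeSets the array holds a second expressed ProbeSet of the gene, and in 62 cases this one passed as well. With the scan day as a random block, chosen after the data had been seen, 248 ProbeSets passed 0.1% FDR.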

## Discussion

### Intra-Strain Variability

The variability in mRNA abundances amongst individuals has been the subject of several previous studies [8], [9], [21], [37] in other species, but previously only one limited study (with no public data) has addressed this question in the rat [38]. Inter-individual variability is a major confounding variable in clinical studies [39], [40], [41], thus the better we understand this phenomenon, the better we will be able to control for it. To address this issue, we introduced a mixed-modelling method, previously used successfully in oncogenomic studies, for comparing the variance within and amongst populations [24]. We show that a large number of genes display inter-individual variability and that the ratio of inter-individual to inter-strain variability is strongly related to gene function (Figure 2B). This finding corroborates that from an earlier study of Fischer F344 rats, where 8,833 genes were differentially expressed in at least one rat [38]. It is important to note that, by itself, this analysis says nothing about the magnitude of variance, only about how it is partitioned within individuals and strains. To address the limitations of the mixed-model analysis, we also verified these results using two independent methods: unsupervised clustering and linear-modelling.

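Most transcripts varied little among the rats of a strain. *Apob*, the protein of low-density lipoprotein, had an SD of 0.03 over the 4 L-E rats and 0.06 over the 4 S-D rats, and *Upb1* one of 0.05 over the 4 Line-C rats. A few varied widely. In S-D, *Ubd*, an interferon-inducible ubiquitin-like modifier, was 6.62 ± 2.88 and near background in all other groups, and *A2m* was 6.95 ± 1.45 (SD, n = 4 each). In H/W, *Lox* was 4.74 ± 2.83 and *Cyp1a1* 3.73 ± 2.65, and in Line-C *Ythdf2*, a reader of methylated RNA, was 7.19 ± 1.98 and *Nrep* 9.22 ± 1.48. Over the ProbeSets with a mean of at least 4, the 95th percentile of the within-strain SD was 0.45, and 26 had an SD of at least 1. The median SD was 0.12 in S-D, 0.15 in Line-A, 0.15 in Line-C, 0.15 in L-E and 0.20 in H/W. The H/W value includes replicate 3, whose median over expressed ProbeSets lay apart from the other 3 arrays, and the arrays of S-D and of each line were scanned on 1 day, those of L-E on 2 and those of H/W on 3.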

Taken together, these data suggest that a large number of genes exhibit small-magnitude intra-strain variability. Our analysis could be strengthened by the use of technical replicates, to allow modelling of the variability associated with animal dissection, RNA extraction, and microarray hybridization. However all of these sources of variability would exaggerate intra-strain variability, making our conclusions a lower-bound on inter-strain heterogeneity. Further, it is important to note that all analyses presume that members of the populations are genetically identical. This is not strictly the case for the one out-bred (S-D) and the one closed-colony (H/W) strain used here. However, S-D and H/W rats are very widely used, and the lack of genetic identity would heighten, rather than reduce intra-strain variability, making our conclusions conservative. We also note that in the previous study of F344 rat, the authors suggest that less than 1% of genes show two-fold changes, corresponding to ∼88 genes – a similar number to that observed here [38].

### Inter-Strain Variability

Inter-strain variability affects, on average, 538 ProbeSets between each pair of strains/lines in this study. This is an underestimate of the overall inter-strain variability because the two lines used here are closely related to their parental strains.

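Enzymes of drug metabolism were among the genes that set the strains apart. Of 43 P450 and other phase I genes, L-E was higher in 12 and lower in 8 than Line-A at 5% FDR by limma (13 and 10 adjusted over the list alone; camera, adjusted p = 0.0215, but adjusted p = 0.279 with an estimated correlation), and H/W was higher in 5 and lower in 7 than L-E (8 and 7 adjusted over the list alone). *Cyp3a2*, a male-specific testosterone hydroxylase, was 14.54 ± 0.06 (SD, n = 4) in S-D and 13.41 ± 0.28 in Line-A, *Cyp3a9* was 9.34 ± 0.58 in S-D and 11.06 ± 0.16 in Line-C, and *Cyp2e1*, which oxidises ethanol, was 15.05 ± 0.04 in L-E and 14.33 ± 0.08 in S-D. Of 36 conjugating enzymes 4 were higher and 12 lower in L-E than in Line-A (5 and 16 adjusted over the list alone), in a pair where 24.1% of all called ProbeSets were higher in L-E, with *Gstt3*, a glutathione transferase, at 10.08 ± 0.08 in S-D against at least 11.26 elsewhere. Of 15 male-biased liver genes, 4 were higher in H/W than in L-E by limma and none lower (6 and 1 adjusted over the list alone; camera, adjusted p = 0.100), and all rats were male. Of 13 genes of pericentral hepatocytes, 5 were higher in L-E than in S-D and none lower (5 higher adjusted over the list alone; camera, adjusted p = 0.00138, and adjusted p = 0.0471 with an estimated correlation). Line-A and Line-C were also higher than S-D, in 5 and 4 of these genes, 2 to 5 and 1 to 7 with 1 array left out, and H/W was higher in 1, 1 to 4 with 1 array left out, and lower in 1. The excess of 3' over 5' signal of GAPDH and beta-actin, but not of hexokinase, was also smaller in L-E than in S-D. With 1 array left out, L-E was higher than Line-A in 7 to 14 phase I and 2 to 5 conjugating enzymes and lower in 3 to 11 and 4 to 16. H/W and Line-A differed in 453 ProbeSets at 1% FDR, and in 296 without H/W replicate 2, 268 without Line-A replicate 3 and 279 without Line-A replicate 4. With the scan day as a random block, chosen after the data had been seen, they differed in 157. From the mean over these pairs, the paper reasons that variation between rat strains is larger still, because the lines are close to their parents.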

With such large inter-strain variability, it is critical to understand if these genes are randomly distributed across the genome or if, instead, they are biased to specific locations and functions. We found that genes that exhibit inter-strain variability are localized into “islands” in the genome (Figure 4), which may reflect trends in allelic heterogeneity or copy-number variation [42]; large variations in copy-number exist between different inbred mouse strains [43]. Further, specific functional groups are enriched in each strain (Figure 5), increasing the probability that the observed expression differences will have large phenotypic effects. We considered one possible mechanism for these expression differences by performing a library-based search for transcription-factor binding-sites. Multiple transcription-factor motifs were found to be enriched in a combinatorial fashion across these strains.

Thus our results suggest that variability in hepatic mRNA abundances may cause some of the known phenotypic differences among strains. This variability may be caused in part by copy-number variation and in part by altered transcription-factor activities, although the relative contribution of these factors remains to be determined.

### AHR-Dependent Effects

It would be of great interest to know which single-nucleotide and copy-number polymorphisms are present in each of the animals of each strain/line used in this study so that we could comprehensively estimate their effect on mRNA abundances. Such a study is currently prohibitively expensive. Therefore, we focused on the one genomic locus whose status was known and variant amongst the five strains/lines: the aryl hydrocarbon receptor (*Ahr*) locus. Our analysis of mRNA changes associated with the Ahr locus provides an exemplar of how multi-strain, multi-replicate transcriptomic data can be used to assess the functional impact of specific polymorphisms. It would be of clear interest and utility to expand this analysis to groups of strains with varying genotypes of other critical pharmacological or toxicological genes, especially genes encoding nuclear receptors that regulate transcription such as CAR, GR, LXR and PXR.

The AHR is a major xenobiotic sensor and also plays important role in normal physiology [27], [28], [29], [44]. Previous work by our group showed that an aberrant form of the AHR leads to a profoundly reduced sensitivity to many dioxin-induced toxicities [22], [30], [45]. Two of the strain/lines used here (H/W and LnA) harbour the aberrant *Ahr*, while the remaining three do not. We used linear-modelling to identify *Ahr*-dependent changes in mRNA abundance and identified 105 ProbeSets showing significant associations with *Ahr* status at a 5% false-discovery rate. To determine if these changes were the effects of other *cis*-acting loci linked with the *Ahr* during recombination, we looked at their genomic distribution. None of the 105 ProbeSets were located in close proximity to the *Ahr* locus itself, and no “islands” of expression were identified that might indicate recombination-mediated effects. Accordingly, our results appear to reflect genuine AHR-mediated changes in abundance.

The gene whose transcript level was most greatly affected by AHR genotype was angiotensin II receptor type I (*Agtr1a*); levels were more than 50-fold higher in rats that have a deletion in the AHR transactivation domain than in rats with wildtype AHR (Table 1). 

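*Agtr1a*, the angiotensin II receptor type 1A, stood at 11.12 ± 0.17 (SD, n = 4) in H/W and 10.79 ± 0.18 in Line-A, the groups with the variant *Ahr*, and at 3.54 ± 0.39 in L-E and 3.91 ± 0.22 in Line-C, which carry the wild-type allele. In S-D, which also carries the wild-type allele, it stood at 10.70 ± 0.07. Line-A exceeded Line-C by a log2 difference of at least 6.88 (standard error 0.15, adjusted p = 3.76e-15 from limma), and H/W exceeded L-E by at least 7.58 (standard error 0.16, adjusted p = 4.10e-15). These are lower bounds, since the means of L-E and Line-C lie under the limit of expression of 4. S-D exceeded Line-C by at least 111-fold (adjusted p = 2.44e-14) and differed from Line-A by 0.09 (adjusted p = 0.658, both from limma). The second ProbeSet of the gene gave 9.39 ± 0.20, 8.51 ± 0.27, 2.69 ± 0.01, 2.72 ± 0.02 and 8.85 ± 0.10 in H/W, Line-A, L-E, Line-C and S-D, with L-E and Line-C near the background of the array. From the coefficient of the genetic model, the paper states that the receptor's transcript is raised in rats whose AHR lacks part of its transactivation domain, and with reports from *Ahr*-null mice it proposes that the AHR normally holds the angiotensin II system down.

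**Figure D1:**
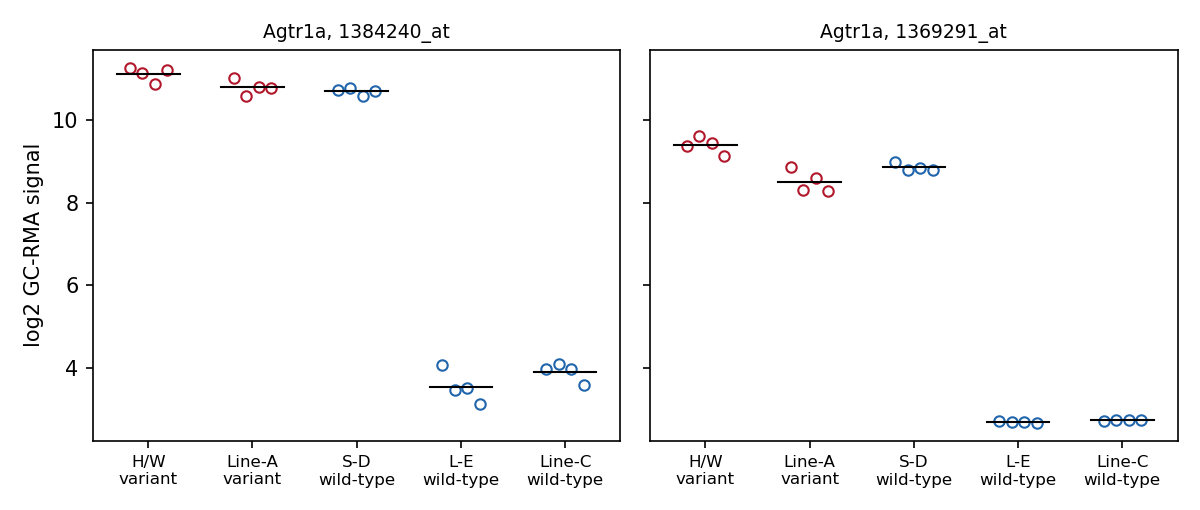
Log2 GC-RMA signal of both *Agtr1a* ProbeSets in each of the 20 livers, grouped by strain or line, with the allele of *Ahr* under each name. Points are single rats and horizontal bars are means of 4 rats. In both panels the H/W, Line-A and S-D rats lie above all L-E and Line-C rats.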

The angiotensin II receptor plays a key role in regulation of blood pressure. Interestingly, if the AHR is knocked out in mice, plasma levels of angiotensin II, the main ligand for the angiotensin II receptor, rise 9-fold [46]. Further, angiotensin II is elevated in *Ahr*-null mice, and the AHR-associated gene *Bmal1* lies within a hypertension-susceptibility locus [47]. These observations, when considered in combination with the elevation of angiotensin II receptor in rats with an altered AHR transactivation domain, suggests that one physiologic function of the AHR is to suppress activity of the angiotensin II system and reduce the potential for hypertension and subsequent cardiac hypertrophy and fibrosis [46].

### Comparison of Rat and Mouse Inter-Strain Variability

Our experiments clearly show that inter-strain variability is a major phenomenon in the rat liver, involving hundreds of genes. Mechanistically it may be driven in part by copy-number variation or other regional genomic factors, and in part by differences in transcription-factor activities. Additional factors likely play a role, including epigenetic variations in methylation patterns or histone-modifications. We sought to determine if those genes displaying inter-strain variability in rat would be predisposed to it in another, closely related species, the mouse.

Upon mining a public dataset [21], we found no association between inter-strain variability in the two species. Formally, this may be a result of technical artifacts such as circadian effects [48], the small number of strains/lines used in each study (five), or the use of somewhat different statistical models. A more thorough and systematic cross-species study, incorporating technical replication, will be required to fully address these concerns. Nevertheless, our results provide an upper-bound on this variability and we believe that these confounding factors are minor. First, our study identified hundreds of genes, yielding a large number of data-points to be compared between the two species. Even subtle effects can be inferred from such large datasets. Second, while the statistical models are different, they are highly related, and in each study the specific genes in question were validated in multiple ways.

If strain-variability is not evolutionarily conserved, then this suggests that no single strain will be optimally representative of humans. Rather, to appropriately model human variability it may be most efficient to survey a panel of diverse strains. The techniques used here might be usefully employed to select this panel by identifying the most diverse representatives to be included.

## Methods

### Ethics

All animal study plans were approved by the Animal Experiment Committee of the University of Kuopio and the Provincial Government of Eastern Finland (Approval ID: ESLH-2008-07223/Ym-23).

### Animal Handling

Three rat strains/lines harbouring wildtype *Ahr* were selected: Sprague-Dawley (S-D), Long-Evans (*Turku/AB*) (L-E), and Line-C (LnC). Two rat strains/lines harbouring mutant AHR were selected: Han/Wistar (*Kuopio*) (H/W) and Line-A (LnA). Background information on the H/W and L-E strains can be found elsewhere [49]. The mutant AHR has been described elsewhere [30], as have the Line-A and Line-C strains [22]. Four animals of each strain were obtained from the breeding colonies of the National Public Health Institute, Division of Environmental Health, Kuopio, Finland; they were fed and housed under identical conditions in this facility. All animals were males 10–12 weeks old. Liver was harvested between 8:30 and 11:00 from rats treated by gavage with corn oil vehicle for 19 hours. The dose of corn oil was 4 mL/kg, which corresponds to approximately 15% of the daily calorie intake of the rats. The oral gavage procedure may have introduced some modest changes in mRNA expression [50]. Total RNA was extracted from both rat and mouse livers using Qiagen RNeasy kits according to the manufacturer's instructions (Qiagen, Mississauga, Canada). Total RNA yield was quantified by UV spectrophotometry and RNA integrity was verified using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA).

### mRNA Quantitation by Real-Time PCR

Total RNA (2 µg) was reverse-transcribed into cDNA using oligo-dT primer p(dT)15 (Roche Applied Science, Laval, QC, Canada) and Superscript II RNA polymerase according to the manufacturer's instructions (Invitrogen, Carlsbad, CA). Real-time PCR was performed on an MX4000 system (Stratagene, La Jolla, CA) using in-house designed primers and 5′fluorogenic probes to amplify from 250 ng of cDNA, as described elsewhere [51] and using Applied Biosystems gene expression assays to amplify from 100 ng of cDNA as described by the manufacturer (Applied Biosystems, Forest City, CA). Table S7 provides sequences for all primers/probe sets used.

Normalized expression (NE) was calculated using NE = 2^−ΔΔCt^, where C_t_ is the threshold cycle to detect fluorescence. PCR amplification efficiency was determined from a 10-fold serial dilution of a pool of cDNA; efficiency ranged from 90–110% for all genes examined. The data were normalized to either Actb or Gapdh.

For each gene, the PCR measurements were compared between all pairs of strains using a two-tailed t-test with Welch's adjustment for heteroscedasticity. Fold-changes were calculated, then log_2_-transformed for plotting.

### Pre-Processing and Statistical Analysis of Microarray Data

Affymetrix RAE230A arrays were run according to manufacturer's protocols at The Centre for Applied Genomics at The Hospital for Sick Children (Toronto, Canada). Four independent biological replicates (separate animals) were run for five strains of rat – Long-Evans, Han/Wistar, Sprague-Dawley, Line-A, and Line-C – for a total of 20 arrays. The raw array data have been deposited into the GEO repository with accession: GSE10448.

Microarray data were loaded into the R statistical environment (v2.6.1) using the affy package (v2.12.0) [52]. These data were pre-processed using the GC-RMA version of the RMA pre-processing algorithm [53], as implemented in the gcrma package (v2.10.0). Data were investigated for spatial and distributional homogeneity.

All clustering analyses employed divisive hierarchical clustering using the DIANA algorithm as implemented in the cluster package (v1.19.9) and with Pearson's correlation as a similarity metric. Heatmaps were visualized using the lattice (v0.17-4) and latticeExtra (v0.3-1) packages. Clustering was either based on global variance thresholds (per ProbeSet, across all 20 animals) or on global F-statistic thresholds (see below).

Intra-strain variability was assessed using the ratio of the within-strain variance to the total variance, as described previously [24]. Binning of samples by signal intensity was done separately for each strain.

Model-based t-tests were fit using the limma software package (v2.12.0) and subjected to an empirical Bayes moderation of the standard error [25]. P-values from this analysis were corrected for multiple testing with false-discovery rate adjustment [54]. Two separate linear models were fit:
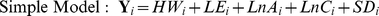

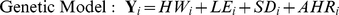

In the simple model, each strain/line is represented as a separate term in the linear model fit. A contrast matrix corresponding to all pair-wise comparisons was extracted, and the global F-statistic was used as a proxy for inter-strain variability in mRNA levels.

In the complex model, the proportion of the three parental strains is used to set the coefficients in the linear model fit. Thus the Han/Wistar arrays have a value of 1.0 for the H/W coefficient, and 0.0 for the L-E and S-D coefficients. The LnA and LnC animals receive values of 0.5 for the H/W and L-E coefficients, and 0.0 for the S-D coefficient. The value of the AHR coefficient is set as 1.0 if the animal harbours a variant AHR and 0.0 if the animal harbours a wild-type AHR.

For both models, we set our significance threshold at p_adjusted_<0.05. For the simple model we assessed threshold sensitivity by varying the p-value threshold in log steps from 10^−1^ to 10^−7^ and calculated the number of differentially-expressed ProbeSets at each value.

To identify genes with evidence for interacting loci [15] we focused on those ProbeSets with statistically significant (p_adjusted_<0.05) differential expression between Long-Evans and Han/Wistar rats. For each such ProbeSet we calculated the distance between Line-A and Line-C rats and the two parental strains using:
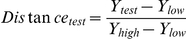
Where “test” is either Line-A or Line-C, Y indicates the normalized signal intensity, and “high” refers to either Long-Evans or Han/Wistar rats depending on which has *higher* signal intensity, and “low” refers to either Long-Evans or Han/Wistar rats depending on which has *lower* signal intensity. Gaussian kernel densities were fit to the distance values in the R statistical environment (v2.6.1). To identify specific ProbeSets displaying strong evidence of interacting loci we used the simple model described above. We selected those ProbeSets where the normalized signal intensity of Line-A or Line-C rats was significantly different (p_adjusted_<0.05) from both the parental strains with identical coefficient signs. That is, cases where Line-A or Line-C expression lay outside both of the parental strains.

Genes were annotated with version na24 of the Affymetrix NetAffx annotation (http://www.affymetrix.com). Genomic localization of AHR-responsive genes was performed using the geneplotter (v1.16.0), annotate (v1.16.1), and rae230a (v2.0.1) packages, all in version 2.6.1 of the R statistical environment.

### Transcription-Factor Binding-Site Analysis

We used a library-based method to search for transcription-factor binding-sites enriched or depleted in specific gene sets [55]. Using the CLOVER software package [56] we queried a 2005 version of the JASPAR database containing 123 position-weight matrices [57]. To ensure that our results were robust, five separate permutation tests were used. We employed simple mononucleotide and dinucleotide randomization as well as randomization of the position-weight matrices themselves. Additionally, two background datasets were used. The first contained the promoters of all genes present on the RAE230A array and the second contained the promoters of all putatively expressed genes. Expressed genes were identified as those with an average normalized signal intensity of 4 or greater. This threshold was derived by analyzing the expression of y-chromosome genes in females [24]. In total 5042 of the 9735 unique Entrez Gene IDs on the RAE230A array were “expressed” at this threshold. For each permutation test 1,000 randomizations were performed with a p-value threshold of 0.05 and a scores threshold of 5. Only motifs significantly enriched or depleted in at least four tests are reported. We note that for highly repetitive matrices, randomization of the matrix columns will be biased against true signals. Genomic sequences from −1,000 to +1,000 relative to the transcriptional-start site were used, for sequences of 2,001 bp. These sequences were extracted from build rn4 of the rat genome using annotation from the UCSC genome browser database downloaded on 2007-04-07 [58].

### Gene Ontology Enrichment analysis

Functional enrichment analysis was performed using the GOMiner tool [36]. All rat databases, look-up options, ontologies, and evidence levels were included. False-discovery rates were estimated with 1,000 randomizations and a 10% FDR threshold was set. We formed the matrix of GO-terms by contrasts using all pair-wise contrasts from the simple model and the AHR term from the complex model. The log_10_(P) values for each GO-term were summed. Subsets of the matrix containing those GO terms with sums of at least 5, 7.5, 10, 20, and 30 were generated. These subsets were clustered using Pearson's correlation as the distance metric and the DIANA divisive hierarchical clustering algorithm as implemented in the cluster package (v1.11.9) for the R statistical environment (v2.6.1). The clustering patterns were visualized using heatmaps as generated by the lattice (v0.17-4) and latticeExtra (v0.3-1) packages.

### Comparison of AHR Genes With Public Data

Genes showing basal differences in mRNA abundance between strains bearing different *AHR* alleles were further compared to public datasets. First, we analyzed microarray data on the effects of ligand stimulation in rat liver. A dataset studying the response to TCDD of four rat strains in our study (H/W, L-E, Line-A, and Line –C) was analyzed [31]. ProbeSets were mapped between the two studies based on Entrez Gene IDs, and only those statistically significant in either dataset (p_adjusted_<0.05) were retained. The magnitude of the response to TCDD was then plotted against the magnitude of the response to variant AHR alleles. The Pearson correlation between these two variables was calculated. Second, we analyzed microarray data on the effects of both *AHR* genotype and ligand stimulation in mouse liver [32]. ProbeSets were mapped separately to Entrez Gene IDs for the rat and mouse datasets, and then merged using the Homologene database (build 64). For ProbeSets that were statistically significant in either dataset (p_adjusted_<0.05) the magnitude of the response to variant rat alleles in the current study was plotted against the magnitude of the mouse response to TCDD and against the magnitude of the effect of ablation of the *AHR* locus in mice. Again, Pearson's correlation was calculated between each pair of variables. These analyses were performed in the R statistical environment (v2.9.2) and used the lattice package (v0.17-26) for plotting.

### Kidney-Liver Comparative Analysis

To contrast inter-strain variability in two rat tissues, we downloaded the supplementary data from Seidel et al. [18]. We updated the annotation of their microarray by directly matching each GenBank accession ID to a UniGene cluster and Entrez Gene ID using UniGene build Rn.171. We then matched genes between our simple pair-wise comparison analysis and their dataset using Entrez Gene IDs. We extracted the F-statistic for each matching gene. In cases where multiple ProbeSets existed for a single gene, we averaged the F statistics for all ProbeSets to avoid biasing our analysis. Boxplots of the F-statistics in log_2_-space were created for each subset predefined by Seidel and co-workers [18], as well as for all genes matching between the two arrays. Two-tailed unpaired t-tests were used for statistical analysis, with Welch's adjustment for heteroscedasticity. All analyses were performed in the R statistical environment (v2.6.2).

### Rat-Mouse Comparative Analysis

To compare inter-strain variability between rat and mouse we downloaded the supplementary data from Pritchard et al. [21]. We updated the annotation of their microarray by directly matching each GenBank accession ID to a UniGene cluster and Entrez Gene ID using UniGene build Mm.168. We then matched the mouse genes to their rat homologs using build 58 of the Homologene database. Correlation analyses used Spearman's rho. To account for cases where multiple rat ProbeSets existed for a single murine gene, we repeated our analysis with unaggregated data, data aggregated by taking the mean F-statistic across ProbeSets, data aggregated by selecting the minimum F-statistic across ProbeSets, and data aggregated by selected the maximum F-statistic across ProbeSets.

## Supporting Information

Figure S1 Agglomerative hierarchical clustering of un-pre-processed data.
(PPT) Click here for additional data file.

Figure S2 RNA degradation plots for all arrays in experiment.
(PPT) Click here for additional data file.

Figure S3 Density plot of all Probes prior to normalization.
(PPT) Click here for additional data file.

Figure S4 Divisive hierarchical clustering of expression data using an F-statistic filter.
(PPT) Click here for additional data file.

Figure S5 Clustering of Gene Ontology data at P_cumulative_<10^−5^.
(PPT) Click here for additional data file.

Figure S6 Clustering of Gene Ontology data at P_cumulative_<10^−7.5^.
(PPT) Click here for additional data file.

Figure S7 Clustering of Gene Ontology data at P_cumulative_<10^−20^.
(PPT) Click here for additional data file.

Figure S8 Clustering of Gene Ontology data at P_cumulative_<10^−30^.
(PPT) Click here for additional data file.

Table S1 Complete W/T analysis for all ProbeSets. The within-strain (W), between-strain (B), and total (T) variances are given for every ProbeSet, along with the mean signal intensity, the expression quartile (high, medium, low, unexpressed) and the ratio W/T.
(XLS) Click here for additional data file.

Table S2 Complete table of log_10_ p-values for enrichment of all GO terms for all W/T groups. Each decile of W/T (i.e. 0.0 to 0.1) is listed as a column, and the rows correspond to all GO terms represented by genes on the microarray. Each cell gives a log_10_|P| value for the enrichment (Fisher's Exact test) of that GO term in genes in that decile of W/T.
(XLS) Click here for additional data file.

Table S3 Complete linear model fit for all coefficients using simple pair-wise model. For all ProbeSets on the microarray (rows) a number of database annotations are given (UniGene Cluster, Gene Name and Symbol, Entrez Gene ID, SwissProt Accession). A series of ten columns gives the multiple-testing adjusted p-value for differential expression of each ProbeSet in each pair of rat strains/lines.
(XLS) Click here for additional data file.

Table S4 Complete linear model fit for all coefficients using AHR-dependent model. For all ProbeSets on the microarray (rows) a number of database annotations are given (UniGene Cluster, Gene Name and Symbol, Entrez Gene ID, SwissProt Accession). The average signal intensity (A) is also given, followed by the coefficients of each strain and of the AHR effect. The t-statistics and naïve and multiple-testing adjusted p-values are also given for each term in the model. Finally, the F statistic and p-value for the entire model are shown for each ProbeSet.
(XLS) Click here for additional data file.

Table S5 Complete table of log_10_ p-values for enrichment of all GO terms for all contrasts. For each contrast from the strain-wise linear-model fit (columns) the p-values for enrichment of each GO term (rows) are shown in log_10_-space.
(XLS) Click here for additional data file.

Table S6 Table of all interacting loci identified. A list of the 48 ProbeSets/lines that show evidence of interaction, with the line exhibiting signal intensities outside either of its parental strains. The Gene Symbol, Name, Entrez Gene ID, and order of strains is given for each.
(XLS) Click here for additional data file.

Table S7 List of all primer and probe sequences used in real-time PCR experiments.
(XLS) Click here for additional data file.

## References

[1] Amin RP, Hamadeh HK, Bushel PR, Bennett L, Afshari CA (2002). Genomic interrogation of mechanism(s) underlying cellular responses to toxicants.. Toxicology.

[2] Burgoon LD, Boutros PC, Dere E, Zacharewski TR (2006). dbZach: A MIAME-compliant toxicogenomic supportive relational database.. Toxicol Sci.

[3] Guo L, Lobenhofer EK, Wang C, Shippy R, Harris SC (2006). Rat toxicogenomic study reveals analytical consistency across microarray platforms.. Nat Biotechnol.

[4] Jacob HJ, Kwitek AE (2002). Rat genetics: attaching physiology and pharmacology to the genome.. Nat Rev Genet.

[5] Lazar J, Moreno C, Jacob HJ, Kwitek AE (2005). Impact of genomics on research in the rat.. Genome Res.

[6] Martin R, Rose D, Yu K, Barros S (2006). Toxicogenomics strategies for predicting drug toxicity.. Pharmacogenomics.

[7] Frijters R, Verhoeven S, Alkema W, van Schaik R, Polman J (2007). Literature-based compound profiling: application to toxicogenomics.. Pharmacogenomics.

[8] Jin W, Riley RM, Wolfinger RD, White KP, Passador-Gurgel G (2001). The contributions of sex, genotype and age to transcriptional variance in Drosophila melanogaster.. Nat Genet.

[9] Ranz JM, Castillo-Davis CI, Meiklejohn CD, Hartl DL (2003). Sex-dependent gene expression and evolution of the Drosophila transcriptome.. Science.

[10] Fernandes C, Paya-Cano JL, Sluyter F, D'Souza U, Plomin R (2004). Hippocampal gene expression profiling across eight mouse inbred strains: towards understanding the molecular basis for behaviour.. Eur J Neurosci.

[11] Daniels GM, Buck KJ (2002). Expression profiling identifies strain-specific changes associated with ethanol withdrawal in mice.. Genes Brain Behav.

[12] Cheung VG, Conlin LK, Weber TM, Arcaro M, Jen KY (2003). Natural variation in human gene expression assessed in lymphoblastoid cells.. Nat Genet.

[13] Morley M, Molony CM, Weber TM, Devlin JL, Ewens KG (2004). Genetic analysis of genome-wide variation in human gene expression.. Nature.

[14] Cheung VG, Spielman RS, Ewens KG, Weber TM, Morley M (2005). Mapping determinants of human gene expression by regional and genome-wide association.. Nature.

[15] Rockman MV, Kruglyak L (2006). Genetics of global gene expression.. Nat Rev Genet.

[16] Monks SA, Leonardson A, Zhu H, Cundiff P, Pietrusiak P (2004). Genetic inheritance of gene expression in human cell lines.. Am J Hum Genet.

[17] Schadt EE, Monks SA, Drake TA, Lusis AJ, Che N (2003). Genetics of gene expression surveyed in maize, mouse and man.. Nature.

[18] Seidel SD, Hung SC, Lynn Kan H, Bhaskar Gollapudi B (2006). Background gene expression in rat kidney: influence of strain, gender, and diet.. Toxicol Sci.

[19] Cerutti C, Kurdi M, Bricca G, Hodroj W, Paultre C (2006). Transcriptional alterations in the left ventricle of three hypertensive rat models.. Physiol Genomics.

[20] Boedigheimer MJ, Wolfinger RD, Bass MB, Bushel PR, Chou JW (2008). Sources of variation in baseline gene expression levels from toxicogenomics study control animals across multiple laboratories.. BMC Genomics.

[21] Pritchard C, Coil D, Hawley S, Hsu L, Nelson PS (2006). The contributions of normal variation and genetic background to mammalian gene expression.. Genome Biol.

[22] Tuomisto JT, Viluksela M, Pohjanvirta R, Tuomisto J (1999). The AH receptor and a novel gene determine acute toxic responses to TCDD: segregation of the resistant alleles to different rat lines.. Toxicol Appl Pharmacol.

[23] Boutros PC, Okey AB (2005). Unsupervised pattern recognition: an introduction to the whys and wherefores of clustering microarray data.. Brief Bioinform.

[24] Bachtiary B, Boutros PC, Pintilie M, Shi W, Bastianutto C (2006). Gene expression profiling in cervical cancer: an exploration of intratumor heterogeneity.. Clin Cancer Res.

[25] Smyth GK (2003). Linear Models and Empirical Bayes Methods for Assessing Differential Expression in Microarray Experiments.. Stat App Genet Mol Biol.

[26] Gibbs RA, Weinstock GM, Metzker ML, Muzny DM, Sodergren EJ (2004). Genome sequence of the Brown Norway rat yields insights into mammalian evolution.. Nature.

[27] Okey AB, Riddick DS, Harper PA (1994). Molecular biology of the aromatic hydrocarbon (dioxin) receptor.. Trends Pharmacol Sci.

[28] McMillan BJ, Bradfield CA (2007). The aryl hydrocarbon receptor sans xenobiotics: endogenous function in genetic model systems.. Mol Pharmacol.

[29] Okey AB (2007). An aryl hydrocarbon receptor odyssey to the shores of toxicology: the Deichmann Lecture, International Congress of Toxicology-XI.. Toxicol Sci.

[30] Pohjanvirta R, Wong JM, Li W, Harper PA, Tuomisto J (1998). Point mutation in intron sequence causes altered carboxyl-terminal structure in the aryl hydrocarbon receptor of the most 2,3,7,8-tetrachlorodibenzo-p-dioxin-resistant rat strain.. Mol Pharmacol.

[31] Moffat ID, Boutros PC, Chen H, Okey AB, Pohjanvirta R (2010). Aryl hydrocarbon receptor (AHR)-regulated transcriptomic changes in rats sensitive or resistant to major dioxin toxicities.. BMC Genomics.

[32] Boutros PC, Bielefeld KA, Pohjanvirta R, Harper PA (2009). Dioxin-dependent and dioxin-independent gene batteries: comparison of liver and kidney in AHR-null mice.. Toxicol Sci.

[33] Tijet N, Boutros PC, Moffat ID, Okey AB, Tuomisto J (2006). Aryl hydrocarbon receptor regulates distinct dioxin-dependent and dioxin-independent gene batteries.. Mol Pharmacol.

[34] Boutros PC, Yan R, Moffat ID, Pohjanvirta R, Okey AB (2008). Transcriptomic responses to 2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD) in liver: comparison of rat and mouse.. BMC Genomics.

[35] Boverhof DR, Burgoon LD, Tashiro C, Sharratt B, Chittim B (2006). Comparative toxicogenomic analysis of the hepatotoxic effects of TCDD in Sprague Dawley rats and C57BL/6 mice.. Toxicol Sci.

[36] Zeeberg BR, Feng W, Wang G, Wang MD, Fojo AT (2003). GoMiner: a resource for biological interpretation of genomic and proteomic data.. Genome Biol.

[37] Pritchard CC, Hsu L, Delrow J, Nelson PS (2001). Project normal: defining normal variance in mouse gene expression.. Proc Natl Acad Sci U S A.

[38] Boorman GA, Irwin RD, Vallant MK, Gerken DK, Lobenhofer EK (2005). Variation in the hepatic gene expression in individual male Fischer rats.. Toxicol Pathol.

[39] Boutros PC, Lau SK, Pintilie M, Liu N, Shepherd FA (2009). Prognostic gene signatures for non-small-cell lung cancer.. Proc Natl Acad Sci U S A.

[40] van de Vijver MJ, He YD, van't Veer LJ, Dai H, Hart AA (2002). A gene-expression signature as a predictor of survival in breast cancer.. N Engl J Med.

[41] Chen HY, Yu SL, Chen CH, Chang GC, Chen CY (2007). A five-gene signature and clinical outcome in non-small-cell lung cancer.. N Engl J Med.

[42] Redon R, Ishikawa S, Fitch KR, Feuk L, Perry GH (2006). Global variation in copy number in the human genome.. Nature.

[43] Cutler G, Marshall LA, Chin N, Baribault H, Kassner PD (2007). Significant gene content variation characterizes the genomes of inbred mouse strains.. Genome Res.

[44] Gu YZ, Hogenesch JB, Bradfield CA (2000). The PAS superfamily: sensors of environmental and developmental signals.. Annu Rev Pharmacol Toxicol.

[45] Pohjanvirta R, Viluksela M, Tuomisto JT, Unkila M, Karasinska J (1999). Physicochemical differences in the AH receptors of the most TCDD-susceptible and the most TCDD-resistant rat strains.. Toxicol Appl Pharmacol.

[46] Lund AK, Goens MB, Kanagy NL, Walker MK (2003). Cardiac hypertrophy in aryl hydrocarbon receptor null mice is correlated with elevated angiotensin II, endothelin-1, and mean arterial blood pressure.. Toxicol Appl Pharmacol.

[47] Woon PY, Kaisaki PJ, Braganca J, Bihoreau MT, Levy JC (2007). Aryl hydrocarbon receptor nuclear translocator-like (BMAL1) is associated with susceptibility to hypertension and type 2 diabetes.. Proc Natl Acad Sci U S A.

[48] Boorman GA, Blackshear PE, Parker JS, Lobenhofer EK, Malarkey DE (2005). Hepatic gene expression changes throughout the day in the Fischer rat: implications for toxicogenomic experiments.. Toxicol Sci.

[49] Pohjanvirta R, Tuomisto J (1990). Mechanism of action of 2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD).. Toxicol Appl Pharmacol.

[50] Pohjanvirta R, Boutros PC, Moffat ID, Linden J, Wendelin D (2008). Genome-wide effects of acute progressive feed restriction in liver and white adipose tissue.. Toxicol Appl Pharmacol.

[51] Franc MA, Moffat ID, Boutros PC, Tuomisto JT, Tuomisto J (2008). Patterns of dioxin-altered mRNA expression in livers of dioxin-sensitive versus dioxin-resistant rats.. Arch Toxicol.

[52] Gautier L, Cope L, Bolstad BM, Irizarry RA (2004). affy–analysis of Affymetrix GeneChip data at the probe level.. Bioinformatics.

[53] Irizarry RA, Bolstad BM, Collin F, Cope LM, Hobbs B (2003). Summaries of Affymetrix GeneChip probe level data.. Nucleic Acids Res.

[54] Efron B, Tibshirani R (2002). Empirical bayes methods and false discovery rates for microarrays.. Genet Epidemiol.

[55] Wasserman WW, Sandelin A (2004). Applied bioinformatics for the identification of regulatory elements.. Nat Rev Genet.

[56] Frith MC, Fu Y, Yu L, Chen JF, Hansen U (2004). Detection of functional DNA motifs via statistical over-representation.. Nucleic Acids Res.

[57] Sandelin A, Alkema W, Engstrom P, Wasserman WW, Lenhard B (2004). JASPAR: an open-access database for eukaryotic transcription factor binding profiles.. Nucleic Acids Res.

[58] Karolchik D, Baertsch R, Diekhans M, Furey TS, Hinrichs A (2003). The UCSC Genome Browser Database.. Nucleic Acids Res.

How the deposited data were processed for this re-analysis (not part of the article)

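Liver mRNA of 20 male rats was measured on Affymetrix RAE230A arrays, 4 arrays for each of S-D, L-E, H/W, Line-A and Line-C, 1 rat per array. By the paper and the notes deposited with each sample, all rats had received corn oil 19 hours before, though the S-D labels say only control. The values are log2 signals per ProbeSet that the authors made with GC-RMA, as deposited, by correcting each probe for background with its GC content, setting the arrays to a common distribution and summarising the probes. The authors' notes name R 2.6.1 and affy 1.12.0. No value was missing, no 2 arrays were the same, and the values were used without further scaling. The header files of the arrays were used only to group the arrays by scan day (5 days), chip lot (4 lots) and operator. All S-D arrays had 1 operator and all other arrays another. The deposited tables of the paper that could be read in part gave the same W/T values, adjusted p-values and *Ahr* coefficients up to rounding.

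A mean signal of 4 was taken as the limit of expression, as in the paper, and 7168 of 15923 ProbeSets reached it. The median signal per array lay between 3.47 and 3.69. Calls were made over all ProbeSets unless stated. For gene-level tests a gene with several ProbeSets was represented by the one with the highest mean signal.

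Linear models were fitted in R 4.3.3 with limma 3.58.1, with a mean per strain or line and moderated variances. The 10 pairs were called at 1% FDR, the moderated F-test at 0.1% and the *Ahr* coefficient at 5%, each adjusted by the method of Benjamini and Hochberg over all ProbeSets. The genetic model gave each array the sum of S-D, L-E and H/W terms, with equal shares of L-E and H/W in the lines, and an *Ahr* term for H/W and Line-A. The difference between H/W and L-E and between Line-A and Line-C was compared as an interaction, and the part of the lines that the additive model leaves out was tested in the same way. W/T came from a mixed model with strain as a random effect, with the between-strain component set to 0 where its estimate was negative, and its standard error from a jackknife over arrays. Arrays were clustered divisively with cluster 2.1.8.1 over ProbeSets with a variance above 0.25. The distance of a line from its parents was computed on group means as in the paper, and a ProbeSet lay outside both parents when the line differed from each at 5% FDR in 1 direction. Genes were placed in their order along the chromosomes of the current rat annotation. Neighbouring pairs were compared with 10000 random placements, one-sided for more pairs.

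Gene lists numbered 32, with 961 symbols of which 742 were on the array, and were tested with camera in limma at a preset correlation of 0.01, with statmod 1.5.0 in use for the random blocks. They were acute-phase proteins, aerobic respiration, the AHR target battery, antigen processing, bile acids, calcium-binding proteins, cholesterol absorption, cholesterol synthesis, the circadian clock, ribosomal proteins, fatty acid oxidation, fatty acid synthesis, female-biased and male-biased liver genes, gluconeogenesis and glycolysis, interferon-stimulated genes, oxidoreductases, P450 and other phase I oxidation, phase II conjugation, protease inhibitors, the renin-angiotensin system, RNA-binding proteins, and markers of stellate cells, Kupffer cells, endothelium, pericentral and periportal hepatocytes, B cells, T and NK cells, erythroid cells, neutrophils and mast cells, and cholangiocytes. Shares past the F-test were compared by Fisher's exact test and W/T medians by permutation. The paper reports on some of the listed groups from the same arrays, among them protease inhibitors, calcium binding, oxidoreductases and cholesterol absorption. Tests of those lists are not independent of its results.

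Genes were named from a set given by a rule: every gene the paper names in its text, Table 1, its list of interacting genes and its primer table, the largest *Ahr* coefficients, the highest and lowest genes of each strain, the largest difference of each pair, up to 4 genes called per list and 5 outside both parents per line. Not all of this set are described. Left out are, among others, *Mif*, *Myo1d*, *Cyp2c23* and *Ugt2b1* of Table 1 and *Aldh3a2* of the primer table. Values in the paper's tables counted as seen. *Hfe*, *Ctsh*, further ProbeSets of *Thrsp*, *Rab14*, *Slco2a1* and *Ddx6*, the Kupffer marker *Clec4f* and members of runs of neighbouring genes (*Fggy*, *Hook1*, *Cyp2j4*, *Cyp2j3*, *Nfia*, *Oma1*, *C8b*, *Plpp3*, *RT1-Da*, *RT1-Ba*, *Ugt2b15*, *Ugt2b35*, *Abcb4*, *Abcb1a*, *Cyb5b*) fall outside it and were chosen after their values were seen.

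The steps were tested on simulated data. Of 100 ProbeSets changed by a log2 difference of 1, 76 were recovered in a pair, 63 by the F-test and 89 by the *Ahr* coefficient, and of 100 changed by 0.5, 32, 17 and 47. Alternatives were limma's trend, array weights, a further quantile normalization, equal array medians, a replicate block, a fit of 2 groups, other thresholds and filters, other forms of the genetic model, and leaving out each array in turn. Added later were the scan day as a random block, H/W and L-E within 1 day, W/T against genes matched on signal, H/W replicate 3 left out over expressed ProbeSets, a criterion of 6 pairs for the *Ahr* list, split parental arrays and the Kupffer marker mean as a deviation within groups. The dioxin, mouse, kidney and polymerase chain reaction data of the paper were left out, as were promoter and Gene Ontology tests, because the files hold the control arrays only and the reference files hold no promoter sequences or ontology terms.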

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

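The tests of single pairs and of a looser threshold for a shift of unexpressed ProbeSets, of the hybridisation controls, of scan days within the parents, of H/W replicate 3 and of the number higher in Line-A, the size of the fall and the deviation within groups for Kupffer cells were chosen only after the results were seen. In 31 of 560 combinations of a ProbeSet named here and a strain or line (5.54%), 1 rat stood far from the other 3 of its group by Dixon's test, where chance alone gives about 1 in 20, so most of these need no explanation. Among the H/W rats these were replicate 1 at 7.17 for *Cyp2c12*, 6.35 for *Elovl6* and 7.69 for *RT1-Bb*, and replicate 2 at 8.08 for *Rab14*, 6.91 for *Dync1li1*, 5.08 for *RT1-N2*, 6.71 for *Nqo1* and 10.21 for *Mup5*, and replicate 3 at 6.34 for *Selenow*, and replicate 4 at 9.43 for *Slco2a1* and 14.25 for *Cyp2e1*. Among the L-E rats they were replicate 2 at 11.53 for *Cyp2c12*, 6.53 for *Nfat5* and 13.87 for *Cyp3a2*, and replicate 4 at 3.35 for *Rab14*, 12.48 for *Thrsp* and 7.37 for *Gstm4*, and among the Line-A rats replicate 1 at 6.79 for *Crot* and 6.45 for *Slc4a2*, and replicate 2 at 2.43 for *Cyp17a1*, and replicate 3 at 3.66 for *Pik3r1*. In Line-C they were replicate 3 at 3.12 for *Lox*, and replicate 4 at 7.01 for *Nrep*, and in S-D replicate 1 at 7.54 for *Cd14*, 2.35 for *Ubd* and 3.90 for *RT1-N2*, and replicate 2 at 10.06 for *Galt*, and replicate 3 at 8.42 for *Dsc2* and 3.35 for *Abcg5*, and replicate 4 at 5.75 for *Selenow* and 3.51 for *Per2*. Of the array-wide measures, H/W replicate 3 stood apart in its median over expressed ProbeSets, 7.33, and in its upper quartile, 6.98, both the highest of its group.

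Among the ProbeSets of the *Ahr* list, 86 had a difference between variant and wild-type that was not the same in the parents as in the lines, by limma's interaction test adjusted over the list alone. The list was itself chosen on the difference between the lines, which makes such a discrepancy easier to find. As H/W minus L-E less Line-A minus Line-C, on the log2 scale, the named genes with a positive value were *Itga1* at 5.48, *Creg1* at 4.82, *Letm1* at 3.93, *Abcg5* at 2.79, *Isyna1* at 2.72, *Selenow* at 2.24 and *Abcg8* at 2.17, followed by *Dsc2* at 1.98, *Lyz2* at 1.92, *Ifitm3* at 1.89, *Cd14* at 1.58, *Sqor* at 0.79, *Grpel1* at 0.71 and *Upb1* at 0.40. Negative values were found for *Lox* at -8.43, *Olr59* at -5.19, *Sirt3* at -3.15, *Nfat5* at -2.31, *Marveld1* at -1.34, *Glo1* at -0.80, *Apoa2* at -0.46 and *Cyp2c6v1* at -0.34. The 2 ProbeSets of *Agtr1a* gave 0.70 and 0.92, and the 3 of *Thrsp* gave -2.22, -2.43 and -2.10. Where a group lies under the limit of expression, as for *Lox* and *Marveld1* in Line-C and *Itga1* in Line-A, the size of the value depends on the background.

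In controls that the paper does not report on, 7 of 9 hybridisation control ProbeSets differed between the lines and the parental strains at 5% FDR by limma. Kupffer cell and macrophage markers, which the paper does not discuss as a group, had a mean *Ahr* coefficient of -0.71. Among them, *Lyz2* is listed in the paper's Table 1 as lysozyme.

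Between a line and L-E or S-D many ProbeSets passed 5% FDR, from 1938 between Line-C and S-D to 5966 between Line-A and S-D, and of the ProbeSets with a mean under 4 only 9.25% and 10.1% were higher in L-E than in Line-A and Line-C while 91.8% and 91.3% were higher in these lines than in S-D. A shift of unexpressed ProbeSets left by the normalization stays open. They made up 50.8% of the calls over the 4 pairs together, against 55.0% of the array and at most 15.4% in any other pair. By pair the share was 51.3% and 38.5% for L-E against Line-A and Line-C, and 33.0% and 61.5% for Line-C and Line-A against S-D. A share under that of the array was to exclude the shift, but this bound was wrong, because the share depends on the threshold. At 10% FDR it was 63.7% over the 4 pairs and 62.9%, 57.6%, 65.9% and 66.4% in the same order. At 1% FDR it was 10.5%, 9.32%, 10.7% and 12.3%, so few of the calls at that threshold were of unexpressed ProbeSets. Scan day cannot be told apart from strain, because no parental array was scanned with the lines. The controls, which are added in equal amounts to each sample, were higher in the lines by a median of 0.32 log2 units. Of these, 7 of 9 passed 5% FDR, while limma called 0 between Line-A and Line-C (0 at an unadjusted p under 0.05). Between 2 scan days within H/W and L-E, neither of them that of the lines, 0 ProbeSets passed 5% FDR by limma with strain in the fit. In this contrast 827, 5.19% of the array, had an unadjusted p under 0.05. Yet its median log2 difference over ProbeSets with a mean under 4 was 0.0485. The same median was -0.066 and -0.059 for L-E minus Line-A and Line-C, and 0.071 and 0.065 for Line-A and Line-C minus S-D. A shift of unexpressed ProbeSets with scan day thus stays open. The rise of counts without H/W replicate 3 is consistent with an array-wide scale difference that widens the residual spread of unexpressed ProbeSets, as their median residual SD went from 0.0467 to 0.0355 and, over ProbeSets with a mean of at least 4, the number between Line-A and S-D moved only 1.16-fold. The descent of the lines, a biological explanation given by the design, stays open and was not tested apart from these.

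The *Ahr* list holds 105 ProbeSets that separate Line-A from Line-C. Differences between the lines at loci other than *Ahr* stay open, since 27.6% of the list had a difference between H/W and L-E of the same sign at an unadjusted p under 0.05 in limma, where an effect of the allele in both backgrounds would give one in most of them. A lower Kupffer cell content in Line-A is argued against as the cause of the whole list, since a loss of cells lowers their transcripts and 52 of the 102 ProbeSets that are not markers were higher in Line-A, where 5% FDR lets few through. For the 50 lower ones it cannot be told apart. Their median coefficient was -1.07, against a mean of -0.71 for the markers. The SD of 0.65 is that of single markers, too wide a bound for this comparison to decide. The marker mean as a covariate, with which 18.6% of the 102 stayed at 5% FDR by limma, differs between the groups and so decides nothing. Nor does its deviation within groups, with which 89 stayed, since it leaves the group means as they are. The slope on that deviation took a median part of 0.09 of the lower coefficients. The marker mean varied little within groups, with an SD of 0.16, so this value does not decide either. All 12 markers had a mean of at least 4 in these whole livers, 1 is also on another list, and no cells were sorted. By the mean over all arrays the highest signals, which are not a ranking of mRNA amounts, were those of *Clec4f*, *Cd14* and *C1qc*. In Line-A and Line-C, *Clec4f* stood at 9.55 and 10.18, *Cd14* at 7.91 and 10.17 and *C1qc* at 8.49 and 8.97.

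Of the 733 ProbeSets that differ between strains at 0.1% FDR, some may read a sequence variant under the probes instead of the amount of mRNA. For the set with a second expressed ProbeSet of the gene, 172 cases, this is argued against as the main cause, since the group means of both ProbeSets had a median correlation of 0.728, where 1000 draws of random ProbeSets gave at most 0.189. It stays open for the 28 cases with a negative correlation, and for genes with a single ProbeSet it was not tested. A difference in mRNA amount between strains is the biological explanation that the design gives, and it is a hypothesis here.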

How the results depend on the processing

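The scan day as a random block and the comparison within 1 scan day were chosen only after the results were seen. For the genes named here, limma gave 5325 values under alternatives, of which 5148 kept their direction and side of the threshold, 153 fell short of it, 24 newly passed and 0 reversed direction. Moderation with a trend, a further quantile normalization, equal array medians and a block for the replicate number left the numbers of the pairs, the F-test and the *Ahr* coefficient within 1.5 times. So did a mean signal of at least 4.

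With only the 2 groups in the fit, which leaves fewer arrays to estimate the variance, the numbers at 1% FDR were 47 between H/W and L-E, 48 between H/W and Line-A, 33 between H/W and Line-C, 170 between H/W and S-D, 324 between L-E and Line-A, 215 between L-E and Line-C, 448 between L-E and S-D and 43 between Line-A and Line-C. A required log2 difference of 1 keeps fewer by construction, 101 between H/W and L-E, 150 between H/W and Line-A, 84 between H/W and Line-C, 181 between H/W and S-D, 260 between L-E and Line-A, 179 between L-E and Line-C, 275 between L-E and S-D, 44 between Line-A and Line-C, 337 between Line-A and S-D and 260 between Line-C and S-D, with a mean of 187, 403 for the F-test, 48 for the *Ahr* coefficient, 132 outside both parents and 7 where the parents differ. With array weights they rose to 2876 between H/W and L-E, 6103 between H/W and S-D, 4009 between L-E and Line-A, 6483 between L-E and Line-C, 1217 between L-E and S-D, 266 between Line-A and Line-C, 7378 between Line-A and S-D and 7825 between Line-C and S-D, with a mean of 3699.7, 5649 for the F-test, 259 for the *Ahr* coefficient and 161 outside parents that differ, and the cause was not tested. At 5% FDR, a looser threshold, they were 527 between H/W and L-E, 1017 between H/W and Line-A, 620 between H/W and Line-C, 1087 between H/W and S-D, 4378 between L-E and Line-A, 2511 between L-E and Line-C, 1527 between L-E and S-D, 222 between Line-A and Line-C, 5966 between Line-A and S-D and 1938 between Line-C and S-D.

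Taking the scan day as a random block, the numbers were 157 between H/W and Line-A, 79 between H/W and Line-C, 213 between H/W and S-D, 220 between L-E and Line-A, 117 between L-E and Line-C, 350 between Line-A and S-D, 232 between Line-C and S-D and 338 between L-E and S-D, with a mean of 202, 248 for the F-test, 228 for the *Ahr* coefficient, 232 outside both parents and 15 where the parents differ, and the cause was not tested. Both lines shared 1 scan day and no parental array was scanned on it. The block therefore does not correct the *Ahr* coefficient for scan day, nor remove a day difference between lines and parents. Within the 5 arrays of 1 day, 3 ProbeSets separated H/W from L-E, with fewer arrays. The *Ahr* count was 676 for carriers against non-carriers, 222 for the difference of the lines in the fit of group means, 25 for agreement of both pairs, 56 without the S-D arrays and 234 with the scan day as a fixed block, and the cause was not tested. A fixed block gave 207 between H/W and L-E and 90 between the lines, and no other pair, F-test or number outside the parents could be fitted with it, since no scan day joins those groups.

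The median W/T was 0.534 as a fixed-effect ratio and 0.545 with a replicate block. The clustering took 2456 ProbeSets with a variance over 0.1 and 374 over 0.5. Inside the parental range lay 139 ProbeSets in Line-A and 147 in Line-C with parents compared at 1% FDR, and 2783 and 3183 of all ProbeSets, 17.5% and 20.0%. Outside parents that differ lay 79 ProbeSets over those with a mean of at least 4. Genomic neighbours numbered 1390 pairs within 1 Mb (permutation test, p = 0.105) and 262 with a mean of at least 4 (permutation test, p = 0.218). They numbered 139 without neighbours of 1 gene family (permutation test, p = 0.272). With every ProbeSet as a unit they numbered 246 (permutation test, p = 0.0001, the smallest these permutations give). There, ProbeSets of the same gene count as neighbours, so this value cannot tell clustering along the genome from repeated probing of a gene. Of the 99 camera tests under 0.05 after adjustment, 12 were left with an estimated correlation, which widens the test by construction.

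Leaving out 1 array at a time, the numbers at 1% FDR ran from 149 to 295 between H/W and L-E, from 268 to 546 between H/W and Line-A, from 147 to 376 between H/W and Line-C, from 365 to 999 between H/W and S-D, from 527 to 3728 between L-E and Line-A, from 341 to 1682 between L-E and Line-C, from 571 to 882 between L-E and S-D, from 60 to 100 between Line-A and Line-C, from 734 to 5417 between Line-A and S-D and from 474 to 1356 between Line-C and S-D, and their mean from 439 to 1505. The F-test ran from 527 to 833, the *Ahr* coefficient from 61 to 109, ProbeSets outside both parents from 603 to 924 and outside parents that differ from 24 to 119. The median W/T ran from 0.574 to 0.633, ProbeSets inside the parental range from 203 to 3270 (53.4% to 62.6%) in Line-A and from 219 to 4331 (60.5% to 70.7%) in Line-C, genomic pairs from 104 to 483 (permutation test, p from 0.00170 to 0.0751) and camera tests from 91 to 108. In most of these results the highest value came without H/W replicate 3. Signal over background limits the rest, as 8755 ProbeSets had a mean signal under 4, where a difference in mRNA is hard to see.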

Differences from the paper's values

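A value of the paper counted as different when it and the one found here were more than 1.5 times apart and beyond the stated error, or had another sign, and none was. The paper's text gives 41 interacting ProbeSets with 7 in both lines, and 40 with 8 were found, as in the paper's Table S6. The paper gives the mean number of ProbeSets per pair as 558 in its results and as 538 in its discussion, and the value found here was 558.

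The paper proposes that most expressed genes vary more between strains than within them. Over the 7168 ProbeSets with a mean of at least 4, the within-strain component was the larger in 4627. The median W/T was 0.616 with a jackknife standard error of 0.0615, and it was 0.534 as a fixed-effect ratio and 0.545 with a replicate block, alternatives set before the data were examined. In simulated ProbeSets with equal components the median was 0.543, and 0.616 lies within 2 standard errors of 0.5, so these values show no excess between strains but leave equal components open.

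The paper states that *Agtr1a* is higher in rats with the deleted AHR domain than in rats with the wild-type receptor. H/W and Line-A stood above L-E and Line-C, as the paper has it, but S-D, which carries the wild-type allele, stood at 10.70 against 11.12 in H/W and 10.79 in Line-A, and in the second ProbeSet at 8.85 against 9.39 and 8.51.

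The paper reports genes whose abundance depends on the *Ahr* genotype. Of the 105 ProbeSets, H/W minus L-E had the sign of the coefficient in 44 and the other sign in the rest. In its Table 1, *Creg1*, *Itga1* and *Olr59* have coefficients of -2.26, -3.26 and 3.60 and H/W minus L-E values of 2.56, 2.21 and -1.60, while both ProbeSets of *Agtr1a* have the same sign in both.

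The paper states that most ProbeSets of the lines lie between their parents. Its methods take the ProbeSets that differ between the parents, and among those most did, 58.1% in Line-A and 64.9% in Line-C. Its figure legend names each ProbeSet on the array, and over all of them 2783 (17.5%) and 3183 (20.0%) did, where most parental differences did not pass 5% FDR.

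For gene groups the paper tested Gene Ontology terms, whereas the lists here are other sets of genes and other tests. It states that calcium-binding genes differ only between S-D and Line-A, and by camera, in limma, the list differed also for H/W and L-E against S-D (adjusted p = 0.00526 and 0.0121), but not with an estimated correlation (adjusted p = 0.582 and 0.424).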

Other observations

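Of the results here, the split of the parental arrays and the random block were chosen only after the results were seen. Between L-E and Line-C, 590 ProbeSets passed 1% FDR by limma, 374 without L-E replicate 1, 378 without L-E replicate 2, 1682 without H/W replicate 3, and 384 and 341 without Line-C replicates 2 and 3. Between H/W and Line-C there were 271, and 147 and 162 without H/W replicates 1 and 2, and 167, 155 and 157 without Line-C replicates 1, 2 and 3. These 2 pairs gave 117 and 79 with the scan day as a random block. The permutation p of the genomic neighbours also rose above 0.05 without Line-C replicate 1 (0.0613) and replicate 3 (0.0508), in a permutation test.

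Of 14 markers of sinusoidal and other endothelium, 5 were lower than in S-D in H/W, 5 in L-E, 6 in Line-A and 5 in Line-C at 5% FDR by limma (5, 6, 6 and 6 adjusted over the list alone), with 1 higher in Line-A. The camera adjusted p for Line-A was 3.37e-04, and 0.0181 with an estimated correlation. Of 23 genes of fatty acid synthesis, 6 were higher in L-E than in S-D, as were 7 in Line-A, where most of the called ProbeSets of the array were higher too, 3 in H/W and 3 in Line-C, with 1 lower in Line-A (for L-E 7 adjusted over the list alone; camera, adjusted p = 0.00237, and adjusted p = 0.422 with an estimated correlation). Genes of gluconeogenesis and glycolysis had 4 of 26 higher and 2 lower in L-E than in Line-C (6 and 4 adjusted over the list alone; camera, adjusted p = 0.00122, and adjusted p = 0.206 with an estimated correlation). Periportal hepatocyte genes had 2 higher and 4 lower of 13 between L-E and Line-A (2 and 5 adjusted over the list alone; camera, adjusted p = 0.812). With 1 array left out, 3 to 5 endothelial markers were lower in L-E than in S-D, the genes of fatty acid synthesis higher than in S-D were 4 to 10 in Line-A, 2 to 5 in H/W and 2 to 5 in Line-C, 3 to 6 genes of gluconeogenesis and glycolysis were higher and 0 to 4 lower in L-E than in Line-C, and 0 to 2 periportal genes were higher and 1 to 4 lower in L-E than in Line-A.

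For markers of cells that are scarce in liver, the pair of Line-A and S-D gave these numbers at 5% FDR by limma, where 4665 of the 5966 ProbeSets called on the whole array were also higher in Line-A and 91.8% of all ProbeSets with a mean under 4 lay higher in it. B and plasma cell markers had 1 of 3 higher in Line-A (3 adjusted over the list alone; camera, adjusted p = 0.347, and 0.766 with an estimated correlation). T and NK cell markers had 6 higher and 1 lower of 15 (6 and 1 adjusted over the list alone; camera, adjusted p = 0.295, and 0.825 with an estimated correlation). Erythroid markers had 3 of 7 higher (5 adjusted over the list alone; camera, adjusted p = 0.156, and 0.596 with an estimated correlation), neutrophil and mast cell markers 3 of 10 higher (0 adjusted over the list alone by limma, with 5 of either direction at an unadjusted p under 0.05; camera, adjusted p = 0.309, and 0.790 with an estimated correlation). Cholangiocyte markers had 3 higher and 4 lower of 10 (6 and 4 adjusted over the list alone; camera, adjusted p = 0.186, and 0.596 with an estimated correlation). With 1 array left out, the numbers higher in Line-A were 0 to 3 for B and plasma cells, 0 to 13 for T and NK cells, 0 to 5 for erythroid cells, 0 to 5 for neutrophils and mast cells and 0 to 6 for cholangiocytes. Of 135 combinations of a list and a comparison with at least 5 members called, 85 moved by over 1.5 times without some array.

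Other groupings of the same arrays were counted. For all 10 pairs, 1 of 35 splits of the 8 arrays, the real one, gave so many ProbeSets at 1% FDR by limma. This is the smallest share that 35 splits can give, and it was not adjusted over the pairs. It argues against chance only to that extent. Except for H/W with L-E and Line-A with Line-C, the groups of a pair shared no scan day. There the splits cannot tell strain from scan day. The highest other split gave 6 between H/W and L-E (220 in the real one), 2 between H/W and Line-A (453 in the real one), 1 between H/W and Line-C (271 in the real one), 2 between H/W and S-D (521 in the real one), 11 between L-E and Line-A (901 in the real one), 1 between L-E and Line-C (590 in the real one), 1 between L-E and S-D (807 in the real one), 1 between Line-A and Line-C (85 in the real one), 1 between Line-A and S-D (1050 in the real one) and 1 between Line-C and S-D (684 in the real one). The real grouping also gave the most ProbeSets by the F-test, 733 against 0 in the highest other of 100 splits. For the *Ahr* coefficient these numbers were 105 and 0 in 35 splits. For ProbeSets outside parents that differ they were 40 and 0, and for the interaction of parents and lines 320 and 7. The remaining 2 counts of ProbeSets had 2 of 100 splits as large. ProbeSets outside both parents numbered 808, and those that depart from the additive model 3882, and 1 other split gave 5368 and 6484, with at most 2 and 21 in the splits after it. That split puts L-E replicates 1, 3 and 4 with H/W replicate 3 in place of Line-C and spreads the Line-A and Line-C arrays over the other groups. The first of these is several times the real count, which points to a structure of the samples, and it was not tested further. For the gene lists chance cannot be excluded, since 9 of 100 splits gave as many camera tests under 0.05 as the real 99, with a highest other of 118.

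In the genetic model, giving the variant to Line-A alone returned 480 ProbeSets at 5% FDR by limma, and to Line-C alone 128, of which 53 and 34 belong to the *Ahr* list. When 2 rats of each parent were compared with Line-A and the other 2 with Line-C, so that the lines shared no parental array, between 39 and 68 ProbeSets lay outside both parents in both lines, and 189 did with the same 8 parental arrays for both, but the split also leaves 2 arrays of each parent instead of 4, so sharing and fewer arrays cannot be separated here.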
